# Desaturase-dependent secretory functions of hepatocyte-like cells control systemic lipid metabolism during starvation in *Drosophila*

**DOI:** 10.1038/s41467-025-66571-5

**Published:** 2025-11-21

**Authors:** Jiayi Li, Kerui Huang, Indira Dibra, Ying Liu, Norbert Perrimon, Matias Simons

**Keywords:** Fat metabolism, Obesity, Lipidomics

## Abstract

Similar to the mammalian hepatocytes, *Drosophila* oenocytes accumulate fat during fasting, but it is unclear how they communicate with the fat body, the major lipid source. Using a modified protocol for prolonged starvation, we show that knockdown of the sole delta 9 desaturase, *Desat1* (SCD in mammals), specifically in oenocytes leads to more saturated lipids in the hemolymph and reduced triacylglycerol storage in the fat body as well as reduced survival. We further show that the insulin antagonist ImpL2 (IGFBP7 in mammals) is secreted from oenocytes during starvation in a Desat1-dependent manner. Flies with oenocyte-specific knockdown and overexpression of *ImpL2* exhibit higher and lower sensitivity to starvation, lower and higher triacylglycerol levels as well as higher and lower levels of *bmm* during starvation, respectively. Overall, this study highlights the importance of Desat1 in maintaining the proper functioning of oenocytes and the central role of oenocytes in the regulation of fat body lipid metabolism during periods of prolonged starvation.

## Abstract (web summary)

*Drosophila* oenocytes accumulate fat during periods of starvation similar to the liver. This study shows that oenocytes regulate fat metabolism during starvation via Desat1-dependent secretion of ImpL2, linking lipid desaturation to lipoprotein trafficking, insulin signaling and fat body triacylglycerol storage for survival.

## Introduction

Adaptation to changing environmental conditions is essential for survival. When animals adapt to nutrient shortage, intra-organ responses as well as inter-organ crosstalk mechanisms need to be mounted to coordinate whole-body energy homeostasis. A central organ in this process is the liver. In early stages of fasting, the glycogen stores of the liver are key for maintaining blood glucose levels. Upon prolonged fasting, there is a gradual transition in the body’s energy source from carbohydrates to lipids reflected by the accumulation of lipids in the liver that are provided from lipolysis occurring in the adipose tissue. While the increase in circulating free fatty acids stimulates the production of ketone bodies in the liver, starvation also leads to major changes in the composition of circulating lipoproteins. In humans, for example, a shift towards more unsaturated triacylglycerol (TAG) and sterol esters in the serum has been observed^1^. All these processes are orchestrated by an array of hormones and other bioactive molecules such as hepatokines, adipokines or myokines^2^.

*Drosophila melanogaster* has emerged as a major model system for the study of metabolic organ cross-talk^3^. In *Drosophila*, the fat body (FB) has been considered analogous to the human liver due to its roles in lipoprotein production and glycogen metabolism. However, its major function is to store fat similar to the adipose tissue. Oenocytes, on the other hand, were primarily associated with cuticular hydrocarbon and pheromone synthesis, until Gutierrez et al. demonstrated that oenocytes can accumulate lipids during periods of starvation similar to the liver^4,5^. Lipids accumulating in the oenocytes during fasting originate from the FB and are regulated by the insulin-like peptide, dILP6, which is secreted by the FB^6^. This behavior suggests a lipid exchange and crosstalk between the FB and oenocytes, analogous to the communication between adipose tissue and liver^7–9^.

Why oenocytes store lipids during fasting is not understood. While one reasonable assumption is that, also in flies, lipids are used for ketogenesis, lipids may also be modified and stored as TAG by the oenocytes before being released again into the circulation. Similar to humans, the modifications could involve lipid unsaturation. In this regard, it is interesting that *Desat1* is highly expressed in oenocytes^4,10^. Desat1, the sole delta9 desaturase in *Drosophila* (corresponding to stearoyl-CoA desaturases (SCDs) in mammals)^11^, converts saturated into monounsaturated fatty acids and has previously been suggested to promote hydrocarbon formation in oenocytes^4^. However, as efficient TAG formation depends on SCDs in mammalian cells^12,13^, lipid modification by oenocyte Desat1 may also promote systemic TAG storage, which has been shown to be essential for survival under fasting conditions^14,15^.

Like in mammals, important vehicles for lipids in the hemolymph, the fly’s circulatory system, are lipoproteins. The apoB-family lipoprotein, Lipophorin (Lpp), is synthesized and secreted by the FB and serves as the primary lipid carrier in the hemolymph. Under normal feeding conditions, Lpp transport to the midgut is crucial where it is loaded with sterols, medium-sized diacylglycerol (DAG) and phosphatidylethanolamine (PE) obtained by de novo–synthesis or from the diet. Lpp loading on the enterocyte surface depends on another FB-derived apoB-family lipoprotein, Lipid Transfer Particle (LTP), which enters the enterocytes via endocytosis while Lpp remains bound to the surface^16^. In the wing disc, on the other hand, the low-density lipoprotein (LDL) receptor orthologues LpR1/2 promote Lpp internalization, while also mediating non-endocytic lipid uptake mechanisms^17,18^. These examples illustrate the different modes of interactions of Lpp with its target cells. How lipoproteins mediate the transfer of lipids from the FB to oenocytes and vice versa in fasting conditions is unclear.

Here, we use *Drosophila* to highlight the role of oenocytes and Desat1 in the starvation response. We show that prolonged starvation causes alterations in the circulating lipidome and affects lipid storage and release of lipoproteins by oenocytes. Desat1 in oenocytes is essential for inducing these lipidomic changes by promoting lipid flux through the TAG compartment in oenocytes and by controlling lipid storage in the FB. The latter is facilitated by the secretion of ImpL2 that controls FB lipolysis and promotes starvation resistance.

## Results

### Lipidomic shifts in *Drosophila* during nutrient restriction

In this study, we established a modified starvation medium for *Drosophila* which is based on the omission of all calories in holidic medium (besides 10 kcal/L stemming from the acetic acid to match the pH of natural food sources)^19^. Compared to the commonly used phosphate-buffered saline (PBS)-based starvation media, the medium contains a number of specific ions and metals in a 2% agar medium (see methods and Supplementary Table 5). As demonstrated in Fig. 1a, b, a comparative analysis of different starvation protocols revealed that flies with our starvation medium exhibited a significantly extended survival, allowing us to detect metabolic changes over a time period of up to 10 days. Survival extension was more pronounced in females (Fig. 2a, b) and was largely independent of the calories derived from acetic acid supplementation (Supplementary Fig. 1a). We performed lipidomics on whole fly and hemolymph samples at ad libitum fed conditions as well as on different days of nutrient restriction (NR). In the whole fly samples (female), TAG levels exhibited a modest elevation at the beginning of NR, followed by a decline in the subsequent stages (Fig. 1d). Conversely, levels of PE, phosphatidylcholine (PC) and phosphatidylinositol (PI) increased markedly throughout the starvation period in whole fly samples (Fig. 1d). In hemolymph samples, we observed decreases in DAG, PE and TAG during starvation (Fig. 1e). We further observed an overall increase in the number of double bonds and length of acyl chains within several lipid classes in both whole-fly and hemolymph samples (Fig. 1f, i and Supplementary Fig. 1b-i). In the hemolymph, the biggest double bond increase was found for DAG and PE. Hence, an overall increase in the number of double bonds and lipid chain length in circulating lipoproteins represents the main change in lipid composition during NR.

**Fig. 1:**
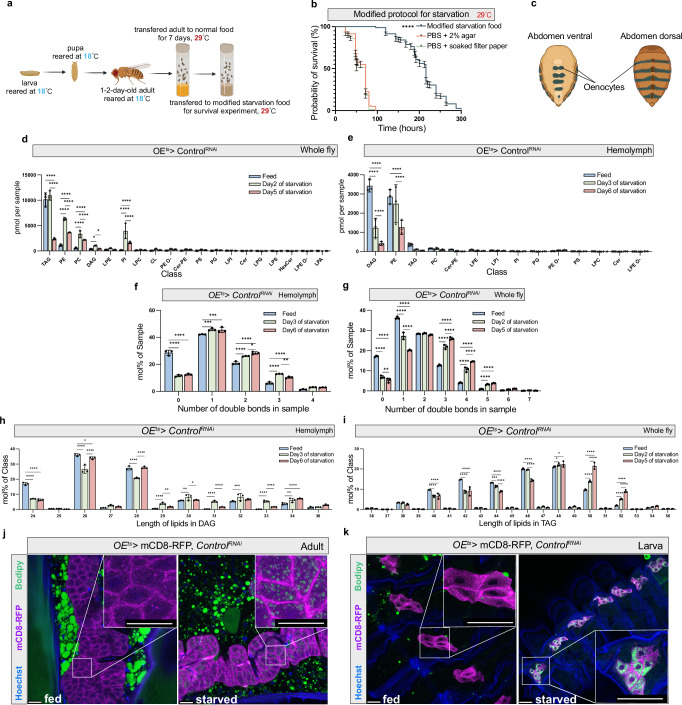
Lipidome shifts in adult *Drosophila* during starvation. **a** A protocol for starvation assay used for adult fly with Gal80^ts^ driver at 29°C. **b** Starvation sensitivity assay using a modified protocol for long-term starvation experiments, *n* ≈ 120 adult female flies (PromE-Gal4; *tub-*Gal80^ts^; *Control* ^*RNAi*^ (here termed *OE*^*ts>*^*Control*^*RNAi*^)). Data are presented as mean values ± SEM. *P* < 1 × 10^−15^, *p* value was calculated using Log-rank (Mantel-Cox) test. PBS, Phosphate Buffered Saline. **c** Schematic of the localization of oenocytes in adult flies. **d**, **e** Quantitative lipidomic analysis of hemolymph or whole fly samples. Error bars indicate standard deviation, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. Data are presented as mean values ± SD. **f**, **g** The number of double bonds in hemolymph or whole fly samples at different days of starvation, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. Data are presented as mean values ± SD. **h, i** Length analysis of major lipids class from hemolymph or whole fly samples, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. Data are presented as mean values ± SD. **j**, **k** Lipid droplets (LD) were visualized with BODIPY (green) during modified starvation protocol in adult flies and during PBS starvation in larvae. Cell outlines were marked with mCD8-RFP (red). Scale bars, 20 µm. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Error bars indicate standard deviation. Source data for plots and exact p-value are provided as a source data file, **a** and **c** created in BioRender.com. Li, J. (2025) (https://BioRender.com/096lme4; https://BioRender.com/3p1saxj) is licensed under CC BY 4.0.

**Fig. 2:**
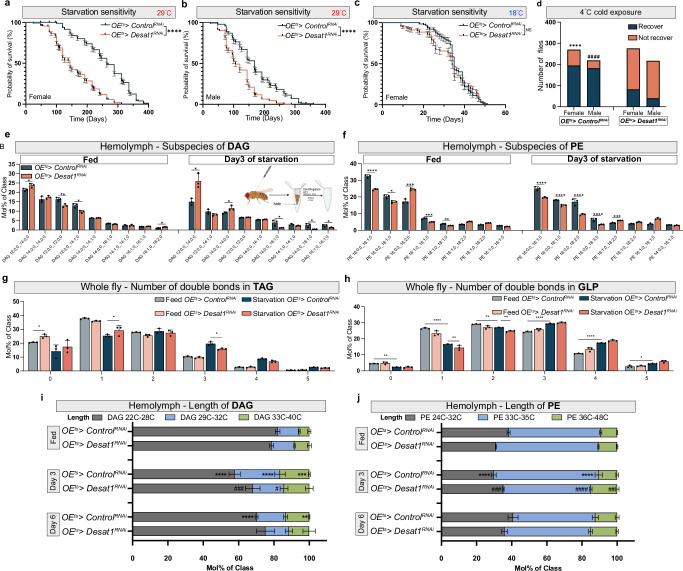
OE^ts^>*Desat1*^RNAi^ flies exhibit altered lipid profiles and higher sensitivity to starvation and cold stress. **a**, **b** *OE*^*ts*^*>Desat1*^*RNAi*^ adult flies show higher starvation sensitivity at 29°C compared with *OE*^*ts*^*> Control*^*RNAi*^ flies in both male and female, *n* = 270 in female flies and *n* = 238 in male flies. *P* value was calculated using Log-rank (Mantel-Cox) test. **c** *OE*^*ts*^*>Desat1*^*RNAi*^ adult female flies show no different in lifetime during starvation compared with control group at 18°C, *n* = 113. *P* value was calculated using Log-rank (Mantel-Cox) test. **d** Both *OE*^*ts*^*>Desat1*^*RNAi*^ adult female and male flies show a better recovery from cold exposure. 24 h cold exposure for male adult flies and 48 h for female flies, *n* ≈ 217 for male, n ≈ 270 for female. P value was calculated using two-sided Chi-square, ****(*P* < 1 × 10^−15^): female *OE*^*ts*^*>Desat1*^*RNAi*^ vs. *OE*^*ts*^*>Control*^*RNAi*^ flies, ^####^(*P* < 1 × 10^−15^): male *OE*^*ts*^*> Desat1*^*RNAi*^ vs. *OE*^*ts*^*>Control*^*RNAi*^ flies. **e**, **f** Subspecies lipid analysis (diacylglycerol (DAG) and phosphatidylethanolamine (PE)) of hemolymph samples between *Desat1* KD and control groups in fed or starvation conditions, *n* = 3. Statistical tests: multiple two-tailed unpaired *t* tests. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. **g**, **h** The number of double bonds in triacylglycerol (TAG) and GLP (glycerophospholipids) from flies’ samples in fed or starvation conditions, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001. **i**, **j** Changes in the percentage of different chain lengths of DAG and PE in hemolymph during starvation, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. ^#^: OE^ts^>*Desat1*^RNAi^ flies at day 3 of starvation vs. *OE*^*ts*^*>Control*^*RNAi*^ flies at day 3 of starvation. *: OE^*ts*^*>Control*^*RNAi*^ flies at day 3 or day 6 of starvation vs. *OE*^*ts*^*>Control*^*RNAi*^ flies at feed condition. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ***, *P* < 0.0001. ^##^, *P* < 0.01; ^###^, *P* < 0.001; ^####^, *P* < 0.0001. Error bars indicate standard deviation. Data in (**a**–**c**) are presented as mean values ± SEM. Data in (**e**–**j**) are presented as mean values ± SD. Source data for plots and exact *p*-value are provided as a source data file, **e** created in BioRender. Li, J. (2025) (https://BioRender.com/5t3oi9n) is licensed under CC BY 4.0.

### Oenocytes control circulating lipid and global TAG levels during starvation in a Desat1-dependent manner

A remarkable hepatocyte-like feature of oenocytes is starvation-induced steatosis, which can be seen both in larval and adult stages (Fig. 1j, k). As *Desat1* is highly expressed in these specialized cells^4,10^, we hypothesized that the lipid alterations we observed during starvation may be related to Desat1-dependent lipid storage and release by oenocytes. To study this, we first performed lifespan experiments using flies with or without inducible oenocyte-specific *Desat1* knockdown (KD). As shown in Fig. 2a, b, we indeed found a higher starvation sensitivity in both female and male flies with GAL80-dependent temperature-sensitive expression of *Desat1* RNAi^10^ in oenocytes (hereafter referred to as *OE*^*ts*^*>Desat1*^*RNAi*^) as well as RU486-dependent expression of *Desat1* RNAi compared to flies expressing an empty vector RNAi construct in oenocytes (*Control*^*RNAi*^) or without RU486 at 25 °C, respectively (Supplementary Fig. 2a). As additional controls in the GAL80 experiments, we used *GFP* RNAi (Fig. 7a) and maintained the expression of the GAL80 repressor at 18 °C (Fig. 2c). Both of these controls did not show any significant differences in lifespan during NR.

Cold exposure is another stress condition that involves a global shift towards decreased lipid saturation levels to counteract the decreased membrane fluidity, also referred to as homeoviscous adaptation^20,21^. To test whether Desat1 in oenocytes contributes to this global response, we exposed flies to 4 °C for 24 h (male) or 48 h (female) and then measured the number of flies that are able to recover. *OE*^*ts*^*> Control*^*RNAi*^ flies showed a greater resistance to 4 °C exposures compared with *OE*^*ts*^*> Desat1*^*RNAi*^ flies (Fig. 2d), providing further support that oenocyte Desat1 is important for systemic lipid metabolism in adaptation to starvation and cold stress.

To directly study the impact of oenocyte Desat1 on lipid compositions, we measured the global and hemolymph lipidomes of *OE*^*ts*^*>Desat1*^*RNAi*^ and control flies under normal and NR conditions. As shown in Fig. 2e, f, the saturation level of several major lipids in the hemolymph from *OE*^*ts*^*>Desat1*^*RNAi*^, particularly in DAG and PE, were elevated compared to the control group in both fed and starved conditions. By contrast, we observed only modest changes in the number of double bonds in TAGs and all glycerophospholipids (GPLs) in whole fly samples (Fig. 2g, h). However, the differences of all lipids in both whole fly and hemolymph between the OE^ts^*>Control*^*RNAi*^ and *OE*^*ts*^*> Desat1*^*RNAi*^ groups appeared more pronounced in NR compared to fed conditions (Supplementary Fig. 2b, c). In particular, the starvation-induced increase of acyl chain length of most hemolymph lipids was suppressed in the *OE*^*ts*^*>Desat1*^*RNAi*^ group (Fig. 2i, j), altogether indicating that Desat1 function in oenocytes controls both saturation level and length of the circulating lipidome. We further noticed that lipoprotein levels, as reflected by hemolymph DAG and PE levels, dropped during starvation, and that this drop was much faster in the *OE*^*ts*^*>Desat1*^*RNA*i^ group (Fig. 3a). This was accompanied by a decrease in the global TAG levels in the *OE*^*ts*^*> Desat1*^*RNAi*^ group. Particularly, on the second day of starvation, there was a dramatic decrease in TAG levels compared with the *OE*^*ts*^*>Control*^*RNAi*^ group (Fig. 3b).

**Fig. 3:**
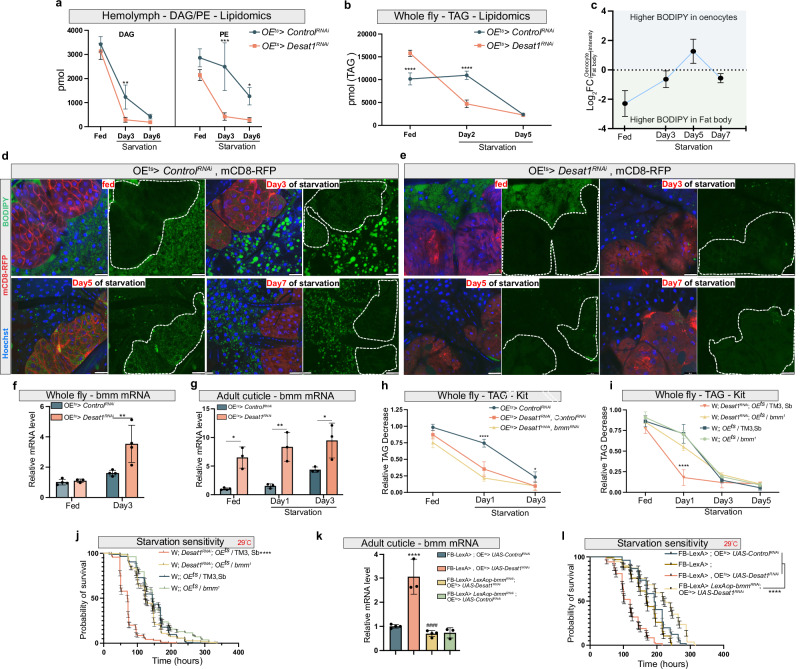
OE^ts^ > *Desat1*^RNAi^ adult flies exhibit a faster lipid consumption in the fat body during starvation. **a** The amount of DAG and PE at different days of starvation in hemolymph between OE^ts^> *Desat1*^*RNAi*^ adult female flies and OE^ts^>*Control*^*RNAi*^ adult female flies measured by mass spectrometry, *n* = 3. Statistical tests: two-way ANOVA. **b** The amount of TAG at different days of starvation in whole fly sample between OE^ts^>*Desat1*^*RNAi*^ and OE^ts^>*Control*^*RNAi*^ adult female flies measured by lipidomics, *n* = 3. Statistical tests: two-way ANOVA. **c** The BODIPY intensity in oenocyte or surround fat body during different days of starvation. **d**, **e** LD staining (green) at different days of starvation. mCD8-RFP (red) was overexpressed in oenocytes to mark the cell membrane and dashed lines showed the oenocytes. Scale bars: 20 μm. **f**, **g** *bmm* mRNA level in whole fly sample or cuticle at different day of starvation, *n* = 3. Statistical tests: two-way ANOVA**. h** TAG level at different days of starvation in control, *Desat1* KD and double KD of *Desat1* and *bmm* specifically in oenocytes measured by TAG kit, *n* = 4. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. *: *OE*^*ts*^*>Control*^*RNAi*^ vs. *OE*^*ts*^*>Desat1*^*RNAi*^ or *OE*^*ts*^*> Desat1*^*RNAi*^, *bmm*^*RNAi*^ adult female flies. **i** TAG level at different days of starvation measured by TAG kit, *n* = 3. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. ****: *P* < 0.00001, *Desat1* KD group vs. all other groups. **j** Starvation sensitivity assay between control flies, *Desat1* KD flies and *Desat1* KD flies carrying one allele of the *bmm* loss-of-function mutation, *bmm*^*1*^, *n* = 180. *P* value was calculated using Log-rank (Mantel-Cox) test. ****, *P* < 0.00001(w; Desat1-RNAi; PromE, gal80ts/Sb,TM3 vs. all other groups). **k** *bmm* mRNA level from adult cuticle samples with or without oenocytes Desat1 KD to validate the knockdown efficiency of *LexAop-bmm* RNAi, *n* = 3. ^####^: flies with fat body *bmm* KD and oenocytes *Desat1* KD vs. flies with oenocytes *Desat1* KD) ****: Control group vs. flies with oenocytes *Desat1* KD). Statistical tests: one-way ANOVA. **l** Starvation assay between control flies (*FB-LexA; FB-LexA* > *, OE*^*ts*^*>Control*^*RNAi*^) and fat body-specific *bmm* KD (*FB-LexA>LexAop-bmm RNAi*) with or without oenocytes *Desat1* KD flies (*OE*^*ts*^*>Desat1 RNAi)*. *n* = 110, ****, *P* < 1 × 10^−15^. Error bars indicate standard deviation. Source data for plots and exact *p*-value are provided as a source data file.

In summary, these findings suggest that oenocytes are capable of processing and releasing lipids into the hemolymph as well as controlling both global TAG levels in a Desat1-dependent manner during NR. Considering the importance of these energy stores during starvation, this rapid lipid utilization likely explains the higher starvation sensitivity of *OE*^*ts*^*>Desat1*^*RNAi*^ flies.

### Oenocytes regulate FB lipid storage in a non-autonomous manner

To assess the TAG dynamics during the NR period, we performed BODIPY staining at day 3, 5, and 7 of NR. In *OE*^*ts*^*>Control*^*RNAi*^ flies, lipid droplet (LD) accumulation in oenocytes (marked with co-expression of CD8-RFP) was increased during the early and middle phases of starvation, with a noticeable decrease in the later stages. Interestingly, the adjacent FB began to exhibit small LDs beyond day 5, suggesting a bidirectional lipid exchange between oenocytes and FB (Fig. 3c, d). In *OE*^*ts*^*> Desat1*^*RNAi*^ flies, we detected significantly reduced LD formation at all stages of starvation (Fig. 3e), in line with previous studies on the role of SCDs in TAG synthesis^12,13^. Similarly, when silencing *Desat1* only in the FB, a strong suppression of LD formation in the FB as well as global TAG content was observed. This phenotype was coupled with a strong developmental arrest at larval stages (Supplementary Fig. 3a-f). Silencing *Desat1* in the FB only during adult stages also led to LD and TAG reduction as well as reduced survival during starvation compared to control (Supplementary Fig. 3g-h,d).

An important additional finding in *OE*^*ts*^*> Desat1*^*RNAi*^ flies was the non-autonomous effect on the FB, specifically during NR. The surrounding FB exhibited a sharp decline of BODIPY staining at the onset of starvation, suggesting an accelerated lipolysis in the FB compared to the control (Fig. 3e) during starvation. For systemic effects, we also studied adipose tissue from the head of the flies and found a drop in TAG levels in *OE*^*ts*^*> Desat1*^*RNAi*^ flies (Supplementary Fig. 3i). Interestingly, this correlated with an upregulation of *brummer* (*bmm*), the main neutral TAG lipase (ATGL in mammals), suggesting that oenocytes might regulate global TAG levels by controlling *bmm* in the FB during starvation (Fig. 3f, g). To rule out that global TAG depletion is after all the result of enhanced lipolysis in the oenocytes, we first co-silenced *Desat1* and *bmm* in oenocytes and monitored TAG levels over the course of starvation. Intriguingly, akin to the *OE*^*ts*^*> Desat1*^*RNAi*^ group, the whole-body TAG levels in the *Desat1/bmm* double KD group still exhibited a significant drop by day 2 of starvation (Fig. 3h), despite the accumulation of LDs within the oenocytes (Supplementary Fig. 4a, b).

To test for the importance of global lipolysis reduction for survival in starvation, we next removed one copy of *bmm* in *OE*^*ts*^*> Desat1*^*RNAi*^ flies. Remarkably, this genetic strategy rescued the increased starvation sensitivity of *OE*^*ts*^*> Desat1*^*RNAi*^ flies and also correlated with a suppression of global TAG consumption in *OE*^*ts*^*> Desat1*^*RNAi*^ animals (Fig. 3i, j). To study FB-specific lipolysis, we used the LexA/LexAop system as an alternative binary expression system to downregulate *bmm* specifically in fat bodies (using r5-LexA driver) of *OE*^*ts*^*> Desat1*^*RNAi*^ flies. With this approach, *bmm* induction in *OE*^*ts*^*> Desat1*^*RNAi*^ flies was significantly suppressed, which led to a strong lifespan increase during starvation (Fig. 3k, l). Together with the strong LD decline in the FB of *OE*^*ts*^*> Desat1*^*RNAi*^ animals, this indicates that oenocytes non-autonomously regulated the dynamic of lipids in the FB by suppressing lipolytic activity during starvation.

### Desat1 deficiency causes an accumulation of lipoproteins and actin on the oenocyte surface

To further explore the mechanisms by which oenocytes influence hemolymph lipid composition and systemic lipid metabolism, we focused on lipoproteins. For lipoprotein visualization, we used a transgenic line in which apolpp is endogenously tagged with a superfolder green fluorescent protein (sfGFP) at the C-terminus, along with apolpp and Apoltp antibodies for immunofluorescence studies. Intriguingly, a pronounced accumulation of both apolpp and Apoltp was detected on the surface of oenocytes in the *OE*^*ts*^*> Desat1*^*RNAi*^ group, as shown in Fig. 4a. The same was true for the sfGFP signal, although sfGFP and antibody staining in the Desat1 KD group did not fully overlap (Fig. 4a), suggesting potential issues with antibody penetration or partial cleavage of the sfGFP tag. We also performed Western blot analysis using hemolymph samples to assess the levels of lipoproteins in the *OE*^*ts*^*> Desat1*^*RNAi*^ group (Fig. 4b). Consistent with the lipidomics results, there was a marked decrease in apolpp levels in the hemolymph of the *OE*^*ts*^*> Desat1*^*RNAi*^ group (Fig. 4b). Moreover, in fed conditions, an accumulation of lipids in the gut could be observed, suggesting that lipoproteins were indeed sequestered by the oenocytes upon *Desat1* silencing (Supplementary Fig. 5a).

**Fig. 4:**
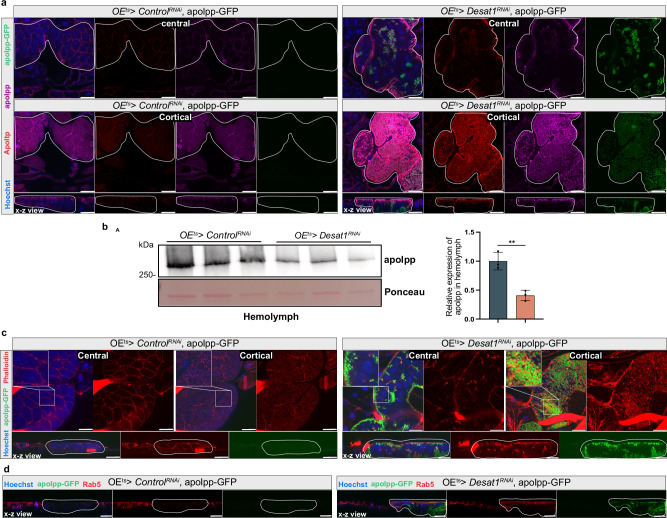
*OE*^*ts*^ > *Desat1*^*RNAi*^ flies show lipoprotein sequestering in the oenocyte cortex. **a** Representative immunofluorescence images of lipoproteins in central or cortical sections of oenocytes with or without *Desat1* KD. Oenocytes with *Desat1* KD exhibit a strong lipoprotein accumulation in the cortex region. X-z view displayed a vertical cross-section along the X-axis and dashed lines showed the oenocytes. Note that the gain in the *Desat1* KD group (right panel) was decreased by around 40% to avoid the saturation of image. Also note that while ApoLpp-GFP (detected without antibody) also accumulates it does not fully overlap with anti-apolpp and anti-Apoltp, suggesting cleavage of the GFP tag or issues with antibody penetration in the *Desat1* KD oenocytes. *n* > 4, scale bars: 20μm. **b** Western blot analysis of apolpp in hemolymph from control and *Desat1* KD group and quantification of hemolymph apolpp level in hemolymph. Only one band was seen after Ponceau staining, and this was used for normalization. *n* = 3. Statistical tests: two-tailed unpaired *t* test. **c** Representative immunofluorescence images of phalloidin (red) and endogenous apolpp-GFP (green) in central or cortical sections of of oenocytes with or without *Desat1* KD. *n *= 3, scale bars: 20 μm. Data are presented as mean values ± SD. **d** X-z view of Rab5 staining and apolpp-GFP with and without *Desat1* KD. Dashed lines mark the oenocytes, *n* = 3, scale bars: 20 μm. Source data for plots and exact *p*-value are provided as a source data file.

To rule out the possibility that the lipoproteins were after all synthesized in oenocytes, we silenced *apolpp* in oenocytes. As shown in Supplementary Fig. 5b, the apolpp accumulation on the surface of oenocytes in the double KD of *Desat1* and *apolpp* was comparable to the one seen with the single *Desat1* KD. In addition, silencing of *apolpp* in oenocytes did not cause any sensitivity to starvation (Supplementary Fig. 5c), altogether suggesting that lipoproteins trapped on the surface of *Desat1*-deficient oenocytes do not originate from oenocytes and most likely are FB-derived.

Imaging with higher magnification revealed that apolpp-GFP accumulated in vesicles close to the oenocyte surface (Fig. 4c). Accordingly, the surface marker CD8-RFP showed a patchier distribution as well as a more restricted diffusion on the surface of *Desat1* KD oenocytes compared to the control, as determined by FRAP (fluorescence recovery after photobleaching) experiments (Supplementary Fig. 6). Co-staining with phalloidin and an antibody against the early endosomal marker Rab5 showed that both actin filaments and Rab5 were markedly increased compared to the control and appeared to encapsulate the cortical apolpp vesicles (Fig. 4c, d). Moreover, *Rab5* KD led to a similar accumulation of apolpp and actin (Supplementary Fig. 7), suggesting that impaired endocytosis of lipoproteins might be linked with the actin accumulation. Accordingly, the KD of the recycling endosomal marker *Rab11* caused a similar, albeit milder, Lpp phenotype as *Rab5* depletion, while this was not the case when silencing the late endosomal *Rab7* (Supplementary Fig. 8) or the autophagosomal *Atg1* (Supplementary Fig. 9).

Based on these findings, we reasoned that a decrease in actin accumulation might be able to release lipoproteins from the oenocytes into the hemolymph. Therefore, we attempted to depolymerize the excessive F-actin by overexpressing *tsr (twinstar)* or knocking down *Limk1* (LIM domain kinase 1)^22–24^. Remarkably, both treatments not only led to a suppression of the actin accumulation (Fig. 5a) but also to a strong decrease of the apolpp accumulation on the oenocyte surface (Fig. 5b) as well as a normalization of lipoprotein levels in the hemolymph, TAG level and starvation sensitivity (Fig. 5c, f).

**Fig. 5:**
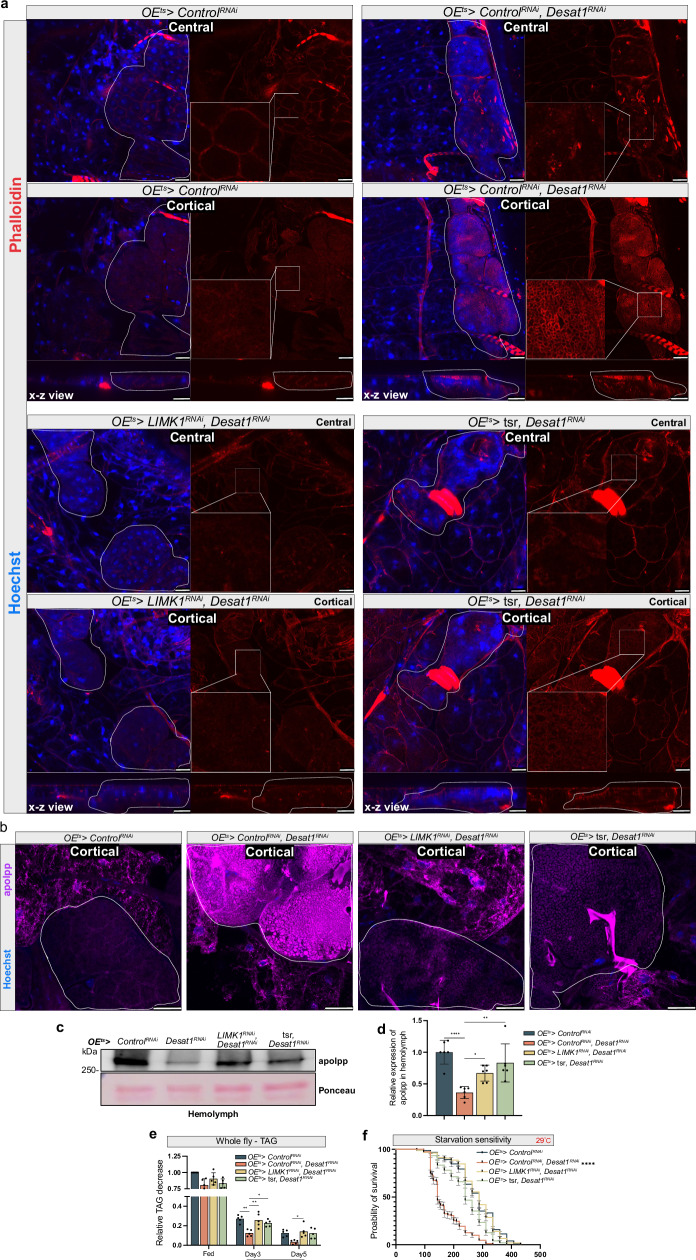
Lowering of F-actin in oenoncytes can rescue the sequestration of lipoproteins in *OE*^*ts*^*>Desat1*^*RNAi*^ animals. **a** Representative immunofluorescence images of phalloidin (red) in central or cortical sections of oenocytes. Actin depolymerization via knocking down *Limk1* or overexpressing Tsr reduces cortical actin accumulation. *n* = 4, scale bars: 20 μm. **b** Representative immunofluorescence images of apoLpp in central or cortical sections of oenocytes. Dashed lines mark the oenocytes, *n* = 3, scale bars: 20 μm. **c** Western blot analysis of apolpp in the hemolymph. *OE*^*ts*^*>Desat1*^*RNAi*^ exhibit a reduced level of apolpp in the hemolymph compared with *OE*^*ts*^*>Control*^*RNAi*^, which can be rescued by actin depolymerization. Only one band was seen after Ponceau staining, and this was used for normalization. **d** Quantification of apolpp in hemolymph, *n* = 6. Statistical tests: one-way ANOVA. *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001. Data are presented as mean values ± SD. **e** TAG levels at different days of starvation in whole fly sample measured by TAG kit, *n* = 5. Statistical tests: Two-way ANOVA. **, *P* < 0.01; ***, *P* < 0.001. Data are presented as mean values ± SD. **f** starvation assay at 29°C. *n* = 150, *P* value was calculated using Log-rank (Mantel-Cox) test. *P* < 1×10^-15^(*Control*^*RNAi*^ vs. *Desat1*^*RNAi*^). ****, *P* < 0.0001. Data are presented as percent survival values ± SEM. Source data for plots and exact *p*-value are provided as a source data file.

Altogether, these results demonstrate that impaired lipoprotein internalization is associated with a rigid meshwork of actin and endosomal vesicles in the oenocyte cortex and that lowering F-actin in oenocytes not only normalizes lipoproteins in the circulation but also lipolysis and starvation sensitivity in *OE*^*ts*^*>Desat1*^*RNAi*^ animals.

### Single-nucleus RNA-seq identifies candidate proteins secreted from oenocytes during nutrient restriction

To test how the alterations of the oenocyte cortex in *Desat1* KD cells might impair exocytosis, we overexpressed albumin-mCherry, whose secretion into the hemolymph can be monitored in pericardial nephrocytes expressing cubilin for albumin uptake^25^. A notable accumulation of albumin-mCherry within the oenocytes was accompanied by a diminished mCherry signal in the pericardial nephrocytes in the *OE*^*ts*^*>Desat1*^*RNAi*^ group compared to the control group (Fig. 6a, b). This result suggested that oenocytes with *Desat1* KD exhibit impaired protein secretion capabilities. As the early secretory pathway appeared morphologically normal (Supplementary Fig. 10), the secretion defects may be caused by the cortex alterations, but other reasons are also possible. To further validate this effect in another cell type, we silenced *Desat1* in the FB and examined the secretion of apolpp. Also in this tissue, we observed a strong accumulation of apolpp within the FB (Supplementary Fig. 11), providing additional evidence that proper Desat1 function is essential for normal cellular secretion.

**Fig. 6:**
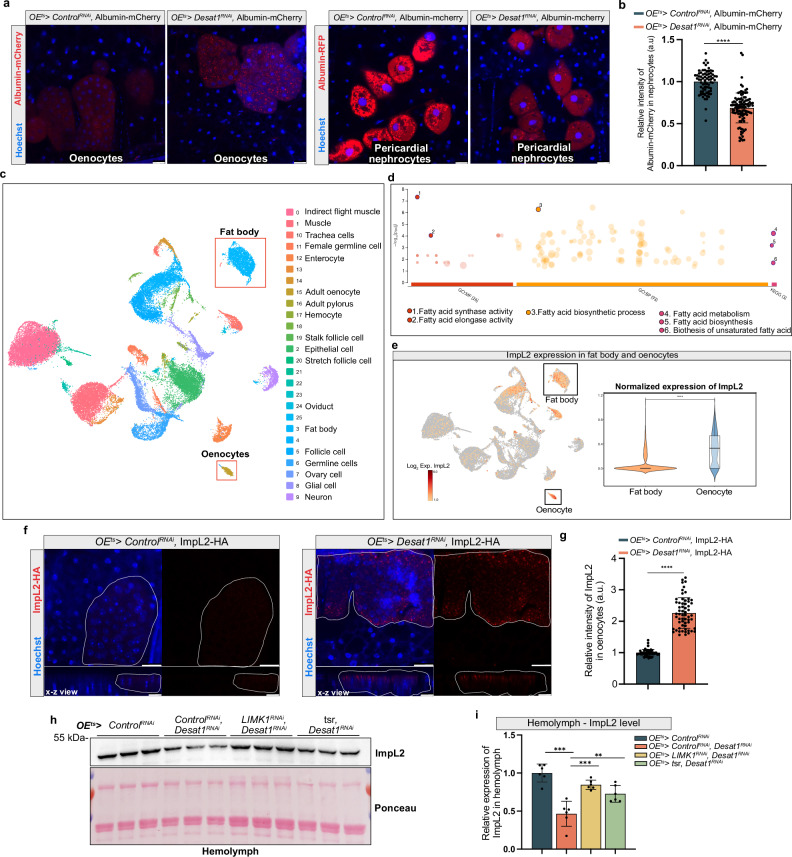
Single-nucleus RNA-seq identifies *ImpL2* as important factor during starvation. **a** Representative immunofluorescence images of albumin-mCherry in oenocytes or pericardial nephrocytes. Albumin-mCherry secreted by oenocytes into the hemolymph is taken up by pericardial nephrocytes. *n* = 4. scale bars: 20 μm. **b** Quantification of relative intensity of albumin-mCherry in pericardial nephrocytes, each data point represents the relative intensity of albumin-mCherry in a pericardial nephrocyte. scale bars: 20 μm. *P* < 1 × 10^−15^(*OE*^*ts*^*> Control*^*RNAi*^, Albumin-mCherry vs. *OE*^*ts*^*> Desat1*^*RNAi*^, Albumin-mCherry). Statistical tests: two-tailed unpaired t test. ****: *P* < 0.0001, each data point presents a pericardial nephrocytes, *n* = 4. Data are presented as mean values ± SD. **c** A uniform manifold approximation and projection (UMAP) plot. Each color and dot in the plot represented a cluster and a single nucleus, respectively. **d** Gene enrichment analysis of these significant different genes (day 2 of starvation vs. fed) was performed demonstrating that many genes were involved in lipid metabolism. **e** *ImpL2* expression pattern shows a high expression level of *impL2* in oenocytes. ****: *P* < 0.0001. **f** ImpL2-HA overexpression in oenocytes with or without *Desat1* deficiency. ImpL2-HA (red) accumulates in oenocytes in the *Desat1* KD group. X-z view shows cortical accumulation in oenocytes (marked by dashed line), *n* > 4, scale bars: 20 μm. **g** Quantification of relative intensity of ImpL2-HA in oenocytes, each data point represented the relative intensity of ImpL2-HA signal in a cluster of oenocytes, *n* = 4, data are presented as mean values ± SD. *P* < 1 × 10^−15^. Statistical tests: multiple two-tailed unpaired *t* tests. **h** Western blot analysis of ImpL2 in the hemolymph. *OE*^*ts*^*>Desat1*^*RNAi*^ exhibited a reduced level of ImpL2 in the hemolymph, which can be rescued by actin depolymerization, *n* = 5. **i** Quantification of ImpL2 level in hemolymph. Statistical tests: one-way ANOVA, **, *P* < 0.01; ***, *P* < 0.001, each data point represented a biological independent hemolymph sample from around 30 adult flies, *n* = 5. Data are presented as mean values ± SD. Source data for plots and exact p-value are provided as a source data file.

To identify secreted factors relevant in the tissue crosstalk during starvation, we utilized single-nucleus RNA sequencing (snRNA-seq) to identify genes encoding secreted proteins that are altered during starvation. 

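The deposited files hold nuclei of flies in 3 conditions, fed, day 2 of starvation and day 5 of starvation, with 2 libraries per condition. The libraries were made with 10X Genomics Chromium chemistry, which tags each captured RNA molecule with a unique molecular identifier (UMI). The authors counted UMIs with the Cellranger count pipeline, equalized the read depths with the aggr pipeline and deposited 1 matrix of 12925 genes by 43027 nuclei, with the cluster and the condition of each nucleus. Nuclei were assigned to libraries by the number at the end of their barcodes, matched to the number at the end of the library names. The condition of each number comes from the deposited annotation. The annotation and the library names carry the numbers 5 and 7 for the samples titled day 2 and day 5, and the titles are used here. The labels also give both 5 and 7 days at 29 °C for the same samples. The deposited values are natural logs and not UMI counts, and the paper's text names neither the step that made them nor the genome build. Worked out from the values, each is the natural log of 1 plus 10000 times the UMIs of the gene in the nucleus, divided by all UMIs of the nucleus, multiplied by the number of nuclei and divided by all UMIs of the gene. With this formula, 99.99% of the nonzero values gave UMIs within 0.05 of a whole number. Each gene has a multiplier of its own, so the values compare nuclei for the same gene and not different genes. A nucleus held between 499 and 24996 UMIs, with a median of 1231, and 6.88% of the values were nonzero. The fed libraries held 10059 and 10091 nuclei with 22940510 and 21312000 UMIs. The day 2 libraries held 7591 and 7492 nuclei with 16060299 and 16425205 UMIs, and the day 5 libraries held 3776 and 4018 nuclei with 7562514 and 7735470 UMIs. Each library held between 63 and 111 oenocyte nuclei (458 in all, with a median of 5064.5 UMIs) and between 293 and 730 fat body nuclei (3013 in all, with a median of 4215 UMIs). For each library and cluster, the mean deposited value of a gene over the nuclei was taken, so that the libraries and not the nuclei are the replicates. The paper names 2 reactions per condition and does not say whether they held nuclei of separate flies. The spread between libraries may therefore be that between reactions and not that between flies. The means were compared over all 6 libraries with limma, with Benjamini-Hochberg adjustment and a threshold of 0.05. Errors are the standard deviation (SD) between the 2 libraries of a condition or the standard error (SE) of a difference. A gene was tested where at least 10 nuclei of the cluster had a nonzero value in at least 2 libraries, which held for 3511 genes in oenocytes and 8065 genes in fat body. Log2 fold changes come from UMIs worked back from the values and summed per library and cluster, with 0.5 added to each sum. They were tested with limma in the same way. On simulated data with 200 genes changed at day 2, the test of the mean values recovered 47% of them in oenocytes (14.7% of those changed 2-fold and 80.6% of those changed 4-fold, among 3722 genes) and 54.5% in fat body (among 8024 genes). The changed genes were drawn from those with at least 200 UMIs in the cluster, so the recovery of genes with fewer UMIs is not known. The coefficients of variation were set, at 0.2 between libraries and 0.7 between nuclei.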

90 adult flies (excluding the head) at various stages of starvation (fed state, day 2, and day 5 of starvation) were used for snRNA-seq. 

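The deposited annotation names 26 clusters, numbered 0 to 25, which hold between 98 and 9538 nuclei. Oenocytes are cluster 15, with 1.06% of all nuclei, and fat body is cluster 3, with 7.00%. The names were checked with marker genes listed before the data were examined, as UMIs per 10000 UMIs of a cluster. The oenocyte markers *FASN2* (173 UMIs per 10000 in oenocytes and 0.413 in fat body), *Cyp4g1* (82.2 and 3.03) and *eloF* (24.4 and 0.216) had their highest level in cluster 15, as had *FarO*, *CG18609* and *CG9459*. *Desat1* was higher in fat body (25.3 UMIs per 10000) than in oenocytes (11.5), and *bond* was highest in follicle cell cluster 4 (3.36). The fat body markers *apolpp* (292 UMIs per 10000 in fat body and 6.15 in oenocytes) and *Apoltp* (14.1 and 0.459) were highest in cluster 3, as were *Lsd-1*, *FASN1*, *AkhR* and *Yp1*. *Fbp1* is not in the matrix, and *Fbp2* reached at most 0.0196 UMIs per 10000 in any cluster. The tracheal markers *btl*, *trh* and *Gasp* were highest outside cluster 10, which is named trachea cells. The enterocyte markers *nub*, *alphaTry*, *betaTry* and *Amy-p* were highest in cluster 12. The oenocyte share of all nuclei was 0.913% ± 0.269 (SD, n = 2 libraries) in the fed condition, 0.961% ± 0.0183 at day 2 and 1.66% ± 0.127 at day 5. On the log2 scale the share changed by 0.11 at day 2 (SE 0.217, adjusted p = 0.690, limma over the 26 clusters with Benjamini-Hochberg adjustment) and by 0.89 at day 5 (SE 0.217, adjusted p = 0.00968, limma). The fat body share was 6.90% ± 0.500 in the fed condition, 6.85% ± 0.490 at day 2 and 7.57% ± 0.387 at day 5, with neither difference past the threshold. Shares sum to a whole, and the 10 ovary clusters made up 29.7% and 28.4% of the fed libraries, 34.6% and 34.9% of the day 2 libraries and 18.4% and 19.6% of the day 5 libraries. Among the nuclei outside the ovary clusters, the oenocyte share changed by 0.70 (SE 0.215, adjusted p = 0.0387, limma) at day 5. Over all clusters, 12 shares changed past the threshold at day 2 and 16 at day 5, and the setting that moved these counts most was leaving out fed replicate 1, with 2 clusters at day 2.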

25 Cell clusters were visualized using a uniform manifold approximation and projection (UMAP) plot (Fig. 6c). The genes that changed significantly in oenocytes during starvation compared to the fed condition are presented in a volcano plot in Supplementary Fig. 12a. 

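In oenocytes, 243 of the 3511 tested genes differed between day 2 of starvation and the fed condition (limma, Benjamini-Hochberg adjustment), of which 96 were higher and 147 lower. An unadjusted p under 0.05 was reached by 692 genes. For all 243 genes, both day 2 libraries lay on the same side of both fed libraries, which held for 47.8% of the tested genes and holds for 33.3% by chance with 2 libraries against 2. Summed UMIs gave 220 genes, and all 150 genes found in both tests changed in the same direction. Among the settings with all oenocyte nuclei of the libraries used, leaving out fed replicate 2 moved the count most as a ratio, to 85 genes (9 higher and 76 lower), where the spread of the lone fed library is taken from the other conditions. As a difference, the rule of fold and unadjusted p moved it most, to 591 genes. A draw of 20 nuclei per library, which also lowers the filter, gave 56. At day 5, 408 genes differed from the fed condition, 123 higher and 285 lower. On summed UMIs with median-ratio factors, a setting chosen after the data were examined, 236 genes were higher and 231 lower, so the larger number of falls depends on the scaling. An unadjusted p under 0.05 was reached by 914 genes at day 5. The log2 fold changes of all tested genes at day 5 had a median of -0.16, which is not taken off the values given here. The genes with the smallest adjusted p among those that rose at day 2 were *asRNA:CR44992*, *geko*, *bdg*, *Sgp* and *CG34402*, with differences in the mean deposited value between 1.38 and 1.99 and log2 fold changes between 1.17 and 2.00. Of these, *Sgp* had the largest difference (1.99, SE 0.217, adjusted p = 0.000379 from limma with Benjamini-Hochberg adjustment). Those that fell were *CG3348*, *laza*, *Drat*, *Cp15* and *Vm34Ca*, with differences between -2.46 and -1.33. The mean deposited value of *CG3348* was 3.52 ± 0.0334 (SD, n = 2 libraries) in the fed condition and 1.07 ± 0.139 at day 2, and its level fell from 16.1 to 2.95 UMIs per 10000. The difference was -2.46 (SE 0.112, adjusted p = 3.29e-06, limma). *Cp15* and *Vm34Ca*, which encode eggshell proteins, fell in all 19 clusters with at least 20 nuclei in every library. Of the 147 genes lower in oenocytes, 39 were past the threshold as lower in at least 10 of these 19 clusters. Part of these falls may therefore come from RNA released by other cells. At day 5, *CG14406*, *fiz*, *bdg*, *Pzl* and *Ir40a* rose by between 1.30 and 2.77, and *CG3348*, *CG17738*, *CG6145*, *lncRNA:CR44039* and *Ziz* changed by between -4.04 and -2.78 in the mean deposited value. Several of these genes overlap others in the NCBI RefSeq annotation of Release 6 of the fly genome, and the paper's text does not name the annotation or say whether the strand was used, so the source of their UMIs is uncertain. *CG3348* overlaps *Hmu*, *asRNA:CR44992* is antisense and overlaps *Hnf4*, *CG14406* and *fiz* overlap *Flo2*, and *CG17738* and *lncRNA:CR44039* overlap *svp*. *CG34402* overlaps 5 genes, *Pzl* overlaps *lncRNA:CR45220* and *Ziz* overlaps *CG6441*.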

To further elucidate the metabolic pathways activated in oenocytes during starvation, we performed a gene set enrichment analysis using the online tool PANGEA^26^. The results indicated that genes altered at day 2 of starvation were predominantly enriched in gene ontology (GO) sets related to fatty acid metabolism (Fig. 6d). 

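No gene ontology table is among the files, so a list of 38 genes written before the data were examined was used for fatty acid synthases, acetyl-CoA carboxylase, elongases, desaturases and the other steps of fatty acid elongation. The matrix holds 34 of them, and 21 were tested in oenocytes. At day 2, 13 of the 21 were higher than in the fed condition and 8 were lower. Past the threshold (limma, Benjamini-Hochberg adjustment) were 8 of the 21 genes, against 235 of the 3490 other tested genes, and adjusted over the list alone 13 of the 21 were. The median difference in the mean deposited value was 0.317 over the list and 0.00636 over all tested genes. A two-sided camera test with a preset inter-gene correlation of 0.01 gave p = 0.0189 for higher values in the list. This call did not hold under fry (p = 0.101), under an inter-gene correlation estimated from the data (p = 0.280), which moved it most, or without the filter on low values (p = 0.233). On summed UMIs, a setting chosen after the data were examined, the camera test with the preset inter-gene correlation gave p = 0.00411. With each library left out in turn, the camera p stayed between 0.00640 and 0.0417. A Fisher exact test of the counts of called genes, which takes genes as independent, gave p = 4.33e-05. Of these tests it is the nearest to the paper's enrichment among altered genes, since camera and fry were run for a shift in a common direction. The elongase genes *CG9458*, *CG9459*, *CG18609* and *CG30008*, and *spidey* and *Hacd1* of the elongation cycle, rose by between 0.648 and 1.79 in the mean deposited value. *CG18609* rose most (1.79, SE 0.280, adjusted p = 0.00368 from limma with Benjamini-Hochberg adjustment). *ELOVL* changed by -0.609 (SE 0.119, adjusted p = 0.0131, limma) and *FASN1* by -0.570 (SE 0.111, adjusted p = 0.0131, limma). The genes that rose each had a higher level in oenocytes than in any other cluster, from 0.715 UMIs per 10000 for *Hacd1* (0.536 in the next cluster) to 27.9 for *CG30008* (0.566). *ELOVL* was highest in the stalk follicle cell cluster and *FASN1* in fat body. Each of the 8 genes lost the threshold when fed replicate 2 was left out, and *Hacd1* was not past it on summed UMIs. *CG9458* and *CG9459* are neighbouring elongase genes whose reads the counting could have split, and *CG18609*, *CG30008* and *Hacd1* overlap other genes. At day 5, 4 of the 21 genes were past the threshold, 2 higher and 2 lower, and 6 were adjusted over the list alone. The two-sided camera test with the preset inter-gene correlation gave p = 0.350 at day 5. The median difference of the list was then -0.00137 and the mean was 0.0605, which differ in sign.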

Our findings therefore support the hypothesis that oenocytes actively engaged in lipid processing during periods of starvation.

### ImpL2 secretion by oenocytes controls starvation responses

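Besides *ImpL2*, 7 of the genes silenced in oenocytes in Supplementary Fig. 12c are *daw*, *CG3348*, *CG5966*, *bnl*, *CG17292*, *CG4666* and *Nplp2*. In oenocytes, the mean deposited value of *daw* was 0.154 ± 0.125 (SD, n = 2 libraries) in the fed condition, 0.873 ± 0.0720 at day 2 and 0.204 ± 0.113 at day 5. The rise at day 2 was 0.719 (SE 0.105, adjusted p = 0.00256 from limma with Benjamini-Hochberg adjustment), with 0.342 UMIs per 10000 in the fed condition and 4.12 at day 2. Without fed replicate 2 it was no longer past the threshold (adjusted p = 0.0644, limma). *CG5966* rose from 1.18 ± 0.0757 to 2.21 ± 0.227 at day 2, a difference of 1.04 (SE 0.143, adjusted p = 0.00168, limma), which also fell short of the threshold without fed replicate 2 (adjusted p = 0.0516, limma). At day 5 the difference of *CG5966* from the fed condition was 0.327 (adjusted p = 0.181, limma), and on summed UMIs its log2 fold change was 0.83 (adjusted p = 0.0186, limma). *bnl* fell from 2.34 ± 0.0780 to 1.30 ± 0.0961 at day 2, a difference of -1.05 (SE 0.122, adjusted p = 0.000573, limma), and was 1.05 ± 0.173 at day 5. *CG4666* (0.530, adjusted p = 0.0708, limma) and *Nplp2* (-0.140, adjusted p = 0.440, limma) did not pass the threshold at day 2. *CG4666* passed it in 4 of 18 alternatives. Among them were only the 4 libraries compared (adjusted p = 0.0227, limma) and the genes at least as high as in the other clusters (adjusted p = 0.0350, limma). At day 5 *Nplp2* differed by -0.351 (adjusted p = 0.0272, limma), short of the threshold when 1 fed or 1 day 5 library was left out and without the filter on low values. *CG17292*, which overlaps an antisense gene, differed by -0.00350 at day 2 (adjusted p = 0.994, limma) and by -1.42 at day 5 (adjusted p = 3.66e-05, limma). *CG3348* was lower at both days, with 0.501 UMIs per 10000 at day 5. Over the 15 genes the study names for these data, 14 were tested in oenocytes. Of these, 6 were past the threshold at day 2 over all tested genes and 8 adjusted over the list alone, and at day 5 6 and 10 were. The study chose several of these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence.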

Using the algorithm shown in Supplementary Fig. 12b, we then selected 33 genes that were annotated as secreted proteins and either changed during starvation at the mRNA level in oenocytes or were mainly expressed in the oenocytes based on Fly Cell Atlas^27^. From these 33 genes, we selected 8 genes and measured whole-body TAG levels during starvation upon KD in oenocytes (Supplementary Fig. 12c). As flies with oenocyte-specific silencing of *ImpL2* showed the most significant TAG downregulation at day 3 of starvation, we focused on this gene. The secreted protein ImpL2 was mainly expressed in oenocytes and its expression in oenocytes increased during starvation (Fig. 6e and Supplementary Fig. 12a)^7^. 

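The mean deposited value of *ImpL2* in oenocytes was 2.22 ± 0.417 (SD, n = 2 libraries) in the fed condition, 3.12 ± 0.157 at day 2 and 1.64 ± 0.138 at day 5 of starvation. The rise at day 2 was 0.908 (SE 0.180, adjusted p = 0.0146 from limma with Benjamini-Hochberg adjustment). The level was 2.98 UMIs per 10000 in the fed condition, 6.11 at day 2 and 2.56 at day 5, and the log2 fold change at day 2 was 1.06 (SE 0.198, adjusted p = 0.00910, limma). With each library left out in turn the rise lay between 0.613 and 1.20. It was not past the threshold without fed replicate 2 (0.613, adjusted p = 0.123, limma), without day 2 replicate 2 (0.797, adjusted p = 0.0871, limma) or without the filter on low values (adjusted p = 0.0595, limma). At day 5 the difference from the fed condition was -0.580 (SE 0.180, adjusted p = 0.0670, limma). Day 5 was lower than day 2 by a difference of -1.49 (SE 0.180, adjusted p = 0.00117, limma). In fat body, *ImpL2* was 0.644 ± 0.0172 in the fed condition, and neither its difference at day 2 (0.143, adjusted p = 0.115, limma) nor that at day 5 (0.155, adjusted p = 0.0668, limma) passed the threshold. The day 5 difference was past it as higher in 5 of 18 alternatives, all set before the data were examined, with the lowest adjusted p at 0.0133 (limma) without the tenth of nuclei with most UMIs, and the day 2 difference in 1 of 18. Within the libraries, oenocytes were above fat body by 1.58 in the mean deposited value (SE 0.210, adjusted p = 0.000125, limma with the library as a block) and by 2.07 on the log2 scale of summed UMIs. The direction was the same in 6 of 6 libraries (two-sided exact sign-flip permutation test, p = 0.03125, the smallest that 6 libraries allow). Among the 26 clusters, with libraries weighted equally, oenocytes had the highest level (3.88 UMIs per 10000), followed by follicle cell cluster 4 (1.36), trachea cells (1.35) and fat body (0.860). Of all *ImpL2* UMIs, 18.4% were in oenocytes, 22.2% in fat body, 19.8% in follicle cell cluster 4 and 12.8% in trachea cells. To set depth aside, each nucleus with enough UMIs was reduced to 1000 UMIs drawn at random. An *ImpL2* UMI was then present in 26.3% of oenocytes, 7.85% of fat body nuclei and 1.67% of indirect flight muscle nuclei, whose median depths before the draw were 5064.5, 4215 and 1025 UMIs. In oenocytes this share was 25.2% (95% Clopper-Pearson interval 17.5 to 34.4) and 13.9% (6.87 to 24.1) in the fed libraries, 41.7% (30.2 to 53.9) and 41.1% (29.7 to 53.2) in the day 2 libraries, and 21.2% (12.1 to 33.0) and 12.7% (5.65 to 23.5) in the day 5 libraries. The intervals cover counting error only. *ImpL2* overlaps *CG46460* in the RefSeq annotation.

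**Figure D1:**
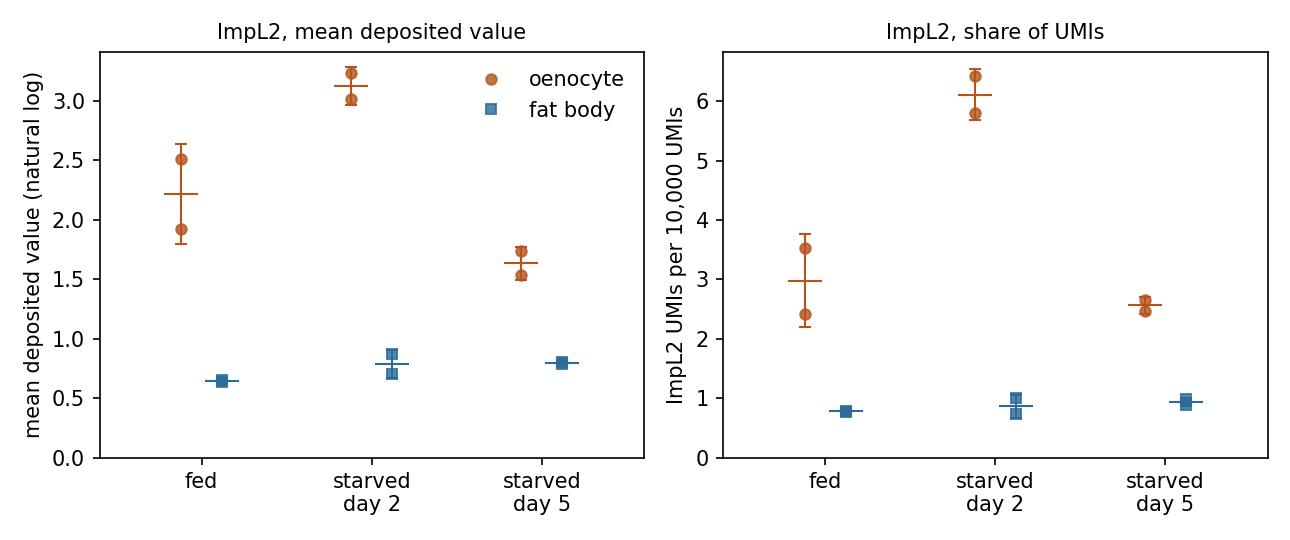
*ImpL2* in oenocytes and fat body by condition, as the mean deposited value (left, natural log) and as UMIs per 10000 UMIs (right). Points are the 2 libraries of a condition, horizontal lines their mean and bars the SD; the oenocyte means in the left panel are 2.22 (fed), 3.12 (day 2) and 1.64 (day 5).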

Using immunoblotting, we observed a significant reduction of ImpL2 protein in the hemolymph of *OE*^*ts*^*>ImpL2*^*RNAi*^ flies (Supplementary Fig. 12e), confirming that oenocytes are indeed an important source of hemolymph ImpL2. Additionally, an increase of hemolymph ImpL2 protein could be found during starvation compared to fed conditions (Supplementary Fig. 12f, g).

Given the role of Desat1 in protein secretion, we tested whether secretion of ImpL2 was affected in *OE*^*ts>*^*Desat1*^*RNAi*^ flies. For this, we overexpressed *ImpL2-HA* in oenocytes and conducted immunofluorescence using an HA antibody. Indeed, we found an increase of ImpL2-positive vesicles in cortical regions of oenocytes in *OE*^*ts>*^*Desat1*^*RNAi*^ compared to *OE*^*ts>*^*Control*^*RNAi*^ (Fig. 6f, g). As with the lipoproteins, we tested the effect of depolymerizing the excessive actin by overexpressing *tsr* or silencing *LIMK1*. Also here, these treatments led to a normalization of the ImpL2 levels in the hemolymph of *OE*^*ts>*^*Desat1*^*RNAi*^ animals (Fig. 6h, i). Together, these results indicate that cortical actin depolymerization is able to rescue the defective secretion in *Desat1* KD oenocytes, thereby restoring proper ImpL2 secretion.

Next, we tested the role of ImpL2 in our NR assay using oenocyte-specific *ImpL2* KD and *ImpL2-HA* overexpression (OE). We found that the *ImpL2* KD group showed a significantly higher starvation sensitivity (Fig. 7a) and faster lipid turnover during starvation (Fig. 7b), whereas flies overexpressing *ImpL2* in oenocytes lived significantly longer and showed higher TAG than control flies during starvation (Fig. 7c, d). Accordingly, *ImpL2* OE decreased global *bmm* levels on day 3 of starvation, while the opposite could be seen for *ImpL2* KD (Fig. 7e). This was accompanied by an accumulation of LDs in the oenocytes (Fig. 7f, g), altogether suggesting that lack of ImpL2 secretion could lead to stimulation of FB lipolysis. We also found unchanged glycogen levels between fed and starved conditions in ImpL2 overexpression flies, while glycogen was reduced upon *Desat1* and *ImpL2* silencing during NR (Fig. 7h, i), suggesting that also carbohydrate stores are preserved by ImpL2 secretion from oenocytes.

**Fig. 7:**
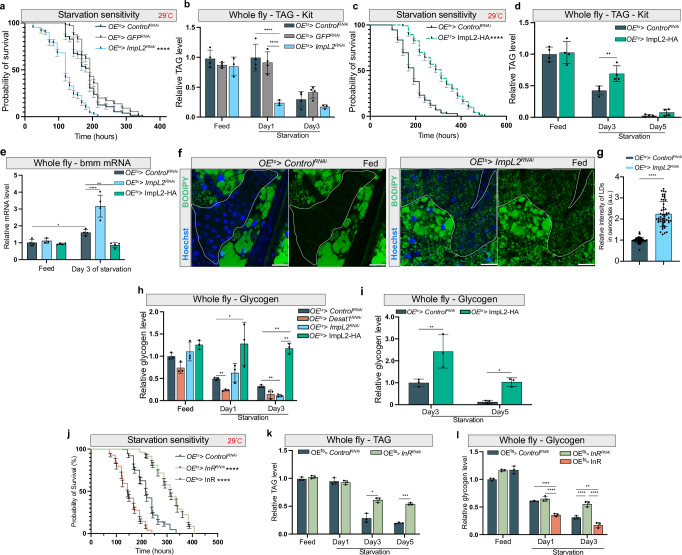
ImpL2 secreted from oenocytes preserves TAG levels and increases starvation resistance. **a** Starvation assay in flies with oenocyte-specific *ImpL2* knockdown at 29 °C. Both *OE*^*ts*^*>Control*^*RNAi*^ and *OE*^*ts*^ > *GFP*^*RNAi*^ flies were represented control groups. *n* = 151. Data are presented as mean values ± SEM. *P* value was calculated using Log-rank (Mantel-Cox) test. ****, *P* < 1×10^−15^, *OE*^*ts*^*>ImpL2*^*RNAi*^ vs. *OE*^*ts*^*>Control*^*RNAi*^ or *OE*^*ts*^ > *GFP*^*RNAi*^. **b** TAG levels in whole fly sample were measured at different time point of starvation. *n* = 3. Data are presented as mean values ± SD. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. ****, *P* < 0.0001. **c** Starvation assay in flies with oenocyte-specific *ImpL2-HA* overexpression at 29 °C. *n* = 200. Data are presented as mean values ± SEM. *P* value (*P* < 1×10^-15^) was calculated using Log-rank (Mantel-Cox) test. ****, *P* < 0.0001. **d** TAG level in whole fly samples was measured by TAG kit at different time point of starvation. *n* = 4. Data are presented as mean values ± SD. **: *P* < 0.001(Day3, *Control*^*RNAi*^ vs. ImpL2-HA). Statistical tests: two-way ANOVA. **e** mRNA level of bmm in whole fly samples during starvation. Statistical tests: two-way ANOVA with Tukey’s multiple comparisons test. *, *P* < 0.05; **<0.01; ****, *P* < 0.0001. *N* = 3. Data are presented as mean values ± SD. **f** LDs (green) during fed condition in oenocytes with *ImpL2* knockdown, *n* = 3. Dashed lines mark the oenocytes. scale bars: 20 μm. **g** Quantification of relative intensity of LDs in oenocytes, each data point represented the relative intensity of BODIPY signal in a cluster of oenocytes. Statistical tests: two-tailed unpaired t test, ****, *P* < 1×10^-15^ (*Control*^*RNAi*^ vs. *ImpL2*^*RNAi*^). Error bars indicate standard deviation. **h**, **i** Glycogen level of flies during early stage or later stage of starvation measured with whole fly samples. Statistical tests: two-way ANOVA. *, *P* < 0.05; **, *p* < 0.01, *n* = 3. Data are presented as mean values ± SD. **j** Starvation sensitivity in flies with *InR* KD or *InR* OE specific in oenocytes. *n* = 156. Data are presented as mean values ± SEM.1 P value was calculated using Log-rank (Mantel-Cox) test. ****, *P* < 1 × 10^−15^ (*Control*^*RNAi*^ vs. *InR*^*RNAi*^ or InR group). **k** TAG level of flies with oenocytes specific InR KD at different days of starvation. *n* = 3. Data are presented as mean values ± SD. Statistical tests: two-way ANOVA. *, *P *< 0.05; ***, *P* < 0.001. **l** Glycogen level in flies with oenocyte-specific *InR* KD or *InR* OE at different days of starvation. *n* = 3. Data are presented as mean values ± SD. Statistical tests: two-way ANOVA, **, *P* < 0.01; ****, *P* < 0.0001. Source data for plots and exact *p*-value are provided as a source data file.

As ImpL2 is a well-established insulin/insulin-growth factor signaling (IIS) antagonist^28,29^ and as *bmm* is a target gene of Foxo that is inhibited by IIS^30^, this raised the question in how far the IIS pathway is involved in the regulation of lipolysis. We observed that *ImpL2* OE induces nuclear Foxo in the FB and oenocytes, whereas Foxo remained outside the nuclei in *ImpL2* KD. 

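In fat body nuclei, 1651 of the 8065 tested genes differed between day 2 of starvation and the fed condition (limma, Benjamini-Hochberg adjustment), 979 higher and 672 lower, and 2533 differed at day 5, 1250 higher and 1283 lower. Among the settings with all fat body nuclei of the libraries used, leaving out fed replicate 1 moved the day 2 count most, to 778 genes. A draw of 20 nuclei per library, which also lowers the filter, gave 53. On summed UMIs, 849 genes were higher and 826 lower at day 2. The gene *bmm*, which encodes the lipase Brummer, had a mean deposited value of 1.16 ± 0.0014 (SD, n = 2 libraries) in the fed condition, 2.61 ± 0.112 at day 2 and 3.18 ± 0.0732 at day 5. The rise was 1.45 at day 2 (SE 0.0578, adjusted p = 5.38e-08 from limma with Benjamini-Hochberg adjustment) and 2.02 at day 5 (adjusted p = 1.83e-09, limma). In UMIs per 10000, *bmm* went from 3.81 in the fed condition to 13.9 at day 2 and 22.5 at day 5. *Thor* had a mean deposited value of 1.78 ± 0.0498 in the fed condition, 1.45 ± 0.0456 at day 2 and 1.14 ± 0.0322 at day 5. It changed by -0.325 at day 2 (SE 0.0509, adjusted p = 0.00102, limma) and by -0.641 at day 5 (adjusted p = 3.77e-06, limma), and its level fell from 11.0 to 8.21 and 5.35 UMIs per 10000. At day 2 the log2 fold change of *Thor* was -0.42, which does not reach the fold of 0.5 that Supplementary Fig. 12a uses for oenocytes. The changes of *bmm* and *Thor* kept their direction and stayed past the threshold with each library left out in turn. The genes with the smallest adjusted p at day 2 were *Sodh-1*, *CG6910*, *klu*, *Cyp4e3* and *CG15096* among those that rose, by between 1.72 and 2.29, and *Root*, *CG34166*, *CNMa*, *CG5773* and *Cp15* among those that fell, with differences between -2.77 and -1.42. At day 5 they were *cac*, *klu*, *CG8112*, *CG1979* and *CG16758*, which rose by between 2.13 and 2.86, and *Root*, *Jabba*, *Lsd-1*, *sug* and *Yp3*, with differences between -3.51 and -1.98. *Root*, *CG15096*, *CG8112*, *Jabba*, *Lsd-1* and *sug* overlap other genes in the RefSeq annotation.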

While this confirms the antagonistic role of ImpL2 in IIS (Supplementary Fig. 13a), our snRNA-seq data showed *bmm* upregulation during starvation in FB cells but downregulation of *Thor* (4EBP in mammals), another Foxo target (Supplementary Fig. 13b). In addition, *Thor* was increased in oenocytes, arguing for cell-type specific IIS regulation during starvation. Accordingly, when silencing the *insulin receptor* (*InR*) in oenocytes, which also led to nuclear Foxo (Supplementary Fig. 13a), an enhanced survival was observed in our NR protocol, while the opposite was the case for *InR* overexpression (Fig. 7j). This correlated with increased and decreased TAG and glycogen levels during starvation, respectively (Fig. 7k, l). 

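In oenocytes, *Thor* had a mean deposited value of 0.418 ± 0.0715 (SD, n = 2 libraries) in the fed condition, 0.720 ± 0.131 at day 2 and 1.08 ± 0.133 at day 5. The difference at day 2 was 0.301 (SE 0.123, adjusted p = 0.203 from limma with Benjamini-Hochberg adjustment), which is not past the threshold, and on summed UMIs the log2 fold change was 1.36 (SE 0.298, adjusted p = 0.0223, limma). At day 5 the difference was 0.664 (SE 0.123, adjusted p = 0.00597, limma) and the log2 fold change 2.16, from 1.47 to 6.62 UMIs per 10000. Without fed replicate 1 (adjusted p = 0.0517, limma) or fed replicate 2 (adjusted p = 0.0776, limma) the day 5 difference was short of the threshold. *bmm* in oenocytes was 1.55 ± 0.224 in the fed condition, 1.15 ± 0.0287 at day 2 and 1.15 ± 0.0179 at day 5, and its differences of -0.395 (adjusted p = 0.102, limma) and -0.401 (adjusted p = 0.0670, limma) were not past the threshold. The difference between the responses of oenocytes and fat body was tested as an interaction, with the library as a block, over 8152 genes. For *Thor*, the oenocyte response exceeded that of fat body by 0.626 at day 2 (SE 0.125, adjusted p = 0.00860, limma) and by 1.30 at day 5 (SE 0.125, adjusted p = 1.41e-05, limma). The day 2 value was short of the threshold without fed replicate 1, without fed replicate 2, without day 2 replicate 1 and without the filter on low values, with the highest adjusted p at 0.185 (limma). For *bmm*, the oenocyte response was below that of fat body, by -1.84 at day 2 (SE 0.122, adjusted p = 2.42e-06, limma) and by -2.42 at day 5 (adjusted p = 8.28e-08, limma), past the threshold in every alternative tried. From the rise of *bmm* and the fall of *Thor* in fat body, and the rise of *Thor* in oenocytes, the paper argues for a regulation of IIS specific to the cell type.

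**Figure D2:**
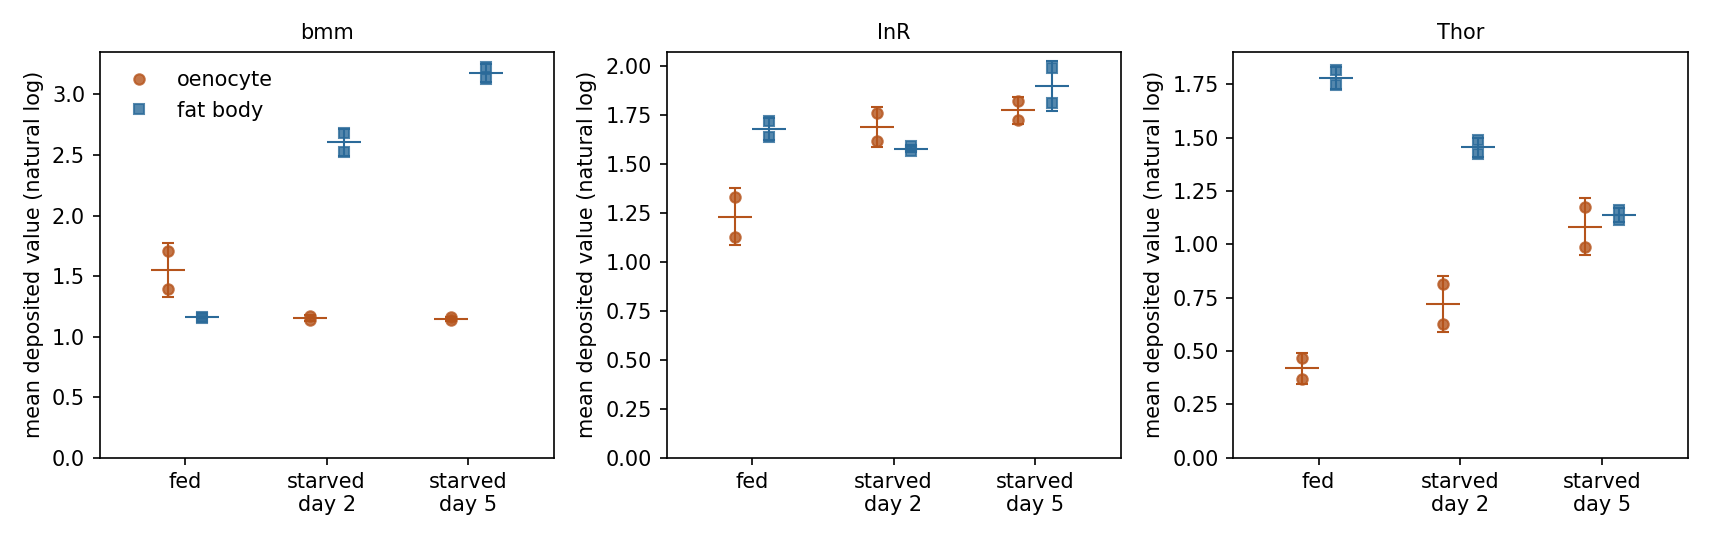
Mean deposited value (natural log) of *bmm*, *InR* and *Thor* in oenocytes and fat body by condition. Points are the 2 libraries of a condition, horizontal lines their mean and bars the SD; *Thor* goes from 0.418 to 1.08 in oenocytes and from 1.78 to 1.14 in fat body between the fed condition and day 5.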

Interestingly, silencing and overexpressing *InR* in the FB showed similar but weaker effects. In particular, we could not detect a correlation between survival and nutrient stores as in the oenocytes (Supplementary Fig. 13c, d). Together, this suggests that IIS suppression by ImpL2, particularly in the oenocytes, is beneficial for prolonged starvation because it conserves energy resources.

## Discussion

Our study focuses on the role of oenocytes in regulating lipid dynamics in the hemolymph and the lipid storage functions of the FB during prolonged NR (Fig. 8). Specifically, we show 1) that prolonged NR leads to changes in the circulating lipidome and to storage and release of lipids by oenocytes; 2) that oenocyte expression of *Desat1* is essential for driving the lipidomic changes and for promoting lipid storage in the neighboring FB; 3) that *Desat1* KD leads to lipoprotein sequestering on oenocyte surface and cortical actin accumulation; 4) that *Desat1* KD leads to impaired protein secretion, including ImpL2; 5) that cortical actin depolymerization rescues lipoprotein sequestration and ImpL2 secretion defects; and 6) that ImpL2 promotes survival resistance by controlling FB lipolysis.

**Fig. 8:**
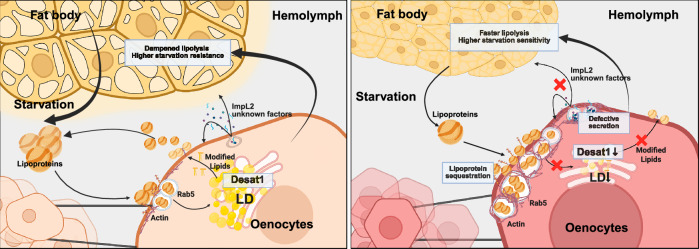
Overview of the role of oenocytes in systemic metabolism during starvation and the observed phenotypes upon Desat1 deficiency. Schematic created in BioRender. Li, J. (2025) (https://BioRender.com/7uffvc1, https://BioRender.com/wgm1ciq) is licensed under CC BY 4.0.

As part of the starvation response, lipid dynamics are significantly altered during starvation, which is crucial for survival. Our results generally suggest that TAG storage in the FB is a central determinant of survival during fasting, which is consistent with previous reports^14,15^. However, as flies survived up to 10 days with our starvation medium, we were able to obtain additional insights into starvation-dependent lipid dynamics and tissue crosstalk. Over the course of a 7-day starvation period, TAG storage in FB and oenocytes was found to behave in an antiparallel fashion: while the first three days are dominated by massive FB lipolysis and oenocyte lipid uptake and storage, a reversal of functions can be observed thereafter. One consequence of the lipid exchange between these two tissues is that also the circulating lipidome is changing: we observed an increase in both the unsaturation level and carbon chain length of lipids in the *Drosophila* hemolymph during starvation, a finding that aligns with those from the human studies^1^.

Why could a shift to unsaturated lipids be important during starvation? First, specific modified FAs released from oenocytes may function as lipokines, regulating metabolic homeostasis between distant organs. For example, Cao et al. reported on a lipid-mediated endocrine network where adipose tissue utilizes a monounsaturated fatty acid, C16:1n7-palmitoleate, as a lipokine in mice^31^. This suggests that similar mechanisms could be at play in other species, where modified fatty acids released by specific cells, such as oenocytes, act as signaling molecules to orchestrate systemic metabolic responses and maintain energy balance across various tissues. Second, unsaturated lipids generally enhance membrane fluidity, which could be essential for maintaining cell functionality under stress. Accordingly, an important requirement for Desat1 was previously demonstrated for the autophagy pathway in *Drosophila*^32^. And third, as proposed in this study, a more unsaturated circulating lipidome could also lead to more TAG storage in the FB. In line with the view that diglyceride acyltransferase 1 (DGAT1), the rate-limiting enzyme in TAG formation, prefers monounsaturated fatty acids over saturated ones^13^, we could previously show that treatment with a SCD inhibitor leads to a significant reduction in LD formation in mouse kidney cells^12^. Here, we observe that *Desat1* KD in both oenocytes and FB cells causes a dramatic depletion of LD. In addition to these cell-autonomous effects, TAG storage in oenocytes was also shown to be a prerequisite for storage in the FB. Therefore, we hypothesize that Desat1-dependent cycling of lipids through the oenocyte TAG compartment will lead to an enrichment of unsaturated lipids in the circulation, promoting their storage in the FB over time.

The question how the exchange of lipids between FB and oenocytes may be carried out led us to take a closer look at the interaction between apolpp and Apoltp with the oenocytes. Historically, research into insect lipoproteins has suggested that these particles load and unload various lipids at the cell surface and function as reusable shuttles within the organism, facilitating the transport and distribution of lipids across different tissues^33–35^. Later, also endocytic mechanisms were found to be involved in the lipid exchange, at least in some tissues^17^. An intriguing example is the prothoracic gland where the KD of *Rab5* not only led to an accumulation of apolpp on the cell surface but also to impaired secretory functions, suggesting that in these cells the control of endo- and exocytosis is coupled via a lipid-dependent mechanism^36^. Our data suggest that oenocytes internalize FB-derived lipoproteins in a Rab5-dependent manner before releasing them again into the circulation. Upon *Desat1* KD, this release was impaired, with apolpp and Apoltp exhibiting a dramatic vesicular accumulation close to the surface. This accumulation correlated with impaired endocytosis and an increased cortical actin polymerization^37^, which most likely was the reason why actin depolymerization via cofilin/tsr overexpression or *LIMK* KD was able to improve the release of lipoproteins into the hemolymph as well as the overall survival of starved *OE*^*ts>*^*Desat1*^*RNAi*^ animals. However, more studies are needed to better understand the interplay of lipoproteins, endosomes and actin at the oenocyte cortex.

Beyond lipoproteins, we further identified ImpL2 as a factor that is upregulated in oenocytes during NR. Importantly, upon *Desat1* silencing, hemolymph ImpL2 levels dropped and overexpressed ImpL2 accumulated in the periphery of oenocytes, suggesting that an impaired release of ImpL2 in *OE*^*ts*^*>Desat1* KD animals is at least partially responsible for the starvation sensitivity of these animals. While also here actin depolymerization led to an increased ImpL2 release, it is unclear whether the cortex alterations in Desat1-deficient oenocytes or other actin filament functions along the secretory pathway are responsible for the secretion defect of ImpL2. In islet cells under low glucose conditions, for example, treatment with an actin depolymerization agent can enhance insulin secretion by up to 20 times, highlighting the impact of cytoskeletal dynamics on cellular secretion mechanisms^22^.

Our data show that ImpL2 secreted from oenocytes can influence FB lipolysis. *ImpL2* overexpression in oenocytes was shown to suppress *bmm* expression, and this led to more TAG stores and better survival during starvation, while the opposite was true for *ImpL2* KD. At first glance, it appears counter-intuitive that an inhibitor of insulin promotes starvation resistance given that TAG storage is usually promoted by insulin^38^. On the other hand, insulin signaling also promotes anabolic energy-consuming processes like cell growth, which could be detrimental during fasting and aging^39,40^. Accordingly, some dILPs, such as dILP6 and dILP7, increase during starvation in *Drosophila*^41^, and flies with genetic ablation of dILP-producing IPCs show increased TAG levels and higher resistance of starvation^42^. Likewise, flies with mutations in *chico*, a key component of the insulin pathway, exhibit increased lipid levels despite a reduced body size^43^. Furthermore, previous studies could show that larvae with a loss-of-function mutation in *ImpL2* exhibit increased sensitivity to NR conditions^29^ and that ImpL2 contributes to energy conservation in an IIS-independent manner during the transition from larvae to pupae^44^. It is therefore conceivable that both inter-organ and local insulin signaling needs to be tightly controlled in specific dietary and developmental conditions, and that in prolonged starvation the secretion of ImpL2 from oenocytes contributes to this balance.

Overall, our study contributes to the understanding of lipid metabolism during the starvation response. By manipulating Desat1 function, we demonstrate a key role of oenocytes in modifying circulating lipid profiles as well as FB function. As a medical implication, the cell-autonomous and non-cell-autonomous effects observed upon *Desat1* KD need to be considered when testing SCD inhibitors in clinical trial^45,46^. Moreover, serum levels of the ImpL2 homolog in humans, the insulin growth factor binding protein 7 (IGFBP7), have been shown to be positively correlated with insulin resistance, body mass index and the risk of metabolic syndrome^47,48^, while the treatment of mouse and human hepatocytes with IGFBP7 increased LDL and VLDL production. Therefore, ImpL2/IGFBP7 may not only represent an ancient hormone that promotes fat storage in the adipose tissue but also a suitable drug target for the treatment of metabolic syndrome in humans.

## Methods

### *Drosophila* husbandry

Flies were reared at either 25 °C or 18 °C with 65% humidity under a 12-h light/dark cycle, fed standard laboratory food. For experiments conducted at 29 °C, such as the starvation survival assay, crosses were initially maintained at 18 °C until they reached the adult stage. Two-day-old adult flies were then collected and transferred to an environment at 29 °C and 65% humidity. These conditions were maintained for 1 week with a 12-h light/dark cycle, during which flies were fed either standard or modified starvation food before beginning the experiments (Supplementary Table 4).

### Fly stocks

Flies used in this study are listed in Supplementary Table 1. For the Desat1 KD we used two independent RNAi lines (V104350KK and v33338GD from VDRC, data shown here were obtained with the GD line). UAS-albumin-mCherry flies were generated by subcloning human albumin from the pGEM-T albumin vector (Sino Biologicals #HG10968-G) first into pmCherry-N1 (Clontech) before subcloning albumin-mCherry further into pUASattB. The construct was injected into flies with the attP landing site at 51C1 by Bestgene, Inc.

Lexaop shRNAs (21 bp) were cloned into pLexAop-WALIUM20 vector digested with EcoRI+XbaI, as described previously^49,50^. The oligos were included in Supplementary Table 3.

For phiC31-integration, each plasmid was injected at 50 ng/μl into y w nos-phiC31-int; attP2. Injected male G0 flies were crossed with y w; MKRS/TM6B to identify transformants and remove the integrase from the X chromosome, and subsequently balanced. All transgenic lines were sequenced to confirm the identity of the shRNA.

### Conditional expression of UAS transgenes

The oenocyte-specific driver, *PromE-Gal*4^51^, was combined with a ubiquitously expressed temperature-sensitive Gal80 (OE^ts^ > ). To activate the PromE-gal80^ts^ driver, flies were first maintained at 18 °C until the adult stage, and two days after eclosion, flies were transferred to 29 °C for 1 week.

### Starvation sensitivity assay in adult flies

To generate age-synchronized adult flies, larvae were raised on standard laboratory food at a low density at 18 °C. After eclosion, 2-day-old flies were transferred to conditions of 29 °C and 65% humidity and allowed to mate for 1 week. The flies were anesthetized using a low level of CO_2_, and mated females were sorted at a density of 15 per vial. Flies were transferred to fresh food vials every second day, and mortality was monitored twice daily. The modified starvation food medium was prepared according to the protocol described^19^ with modifications. This medium contains all physiologically relevant ions, including biometals, but lacks energy sources such as sugars, proteins, amino acids, lipids, lipid-related metabolites, nucleic acids, and vitamins (Supplementary TableS 5 and 6).

### Cold exposure experiment

Flies were reared at 18 °C and 2-day-old flies were transferred to conditions of 29 °C and 65% humidity and allowed to mate for 1 week. After that, male flies were transferred to a fresh vial (15 flies per vials, around 15 vials for each group) and then kept for 24 h at 4 °C before transferring them to 25 °C for flies for recovery. After 2 h, the number of recovered flies were recorded. Female flies were kept for 48 h at 4 °C.

### Immunostaining, lipid droplet labeling, and tissue imaging

Dorsal abdominal cuticles containing both FB and oenocytes were dissected in PBS and fixed with 4% paraformaldehyde for 25 min at room temperature. After fixation, the cuticles were washed for three times and incubated with 0.1% PBST (PBS with 0.1% Triton x-100) for 30 min. Then, samples were incubated with a solution of 5% goat serum for 30 min blocking at room temperature before incubating overnight with primary antibodies at 4 °C diluted in 0.1% Tween 20 (guinea pig anti-apolpp^52^, 1:500; rabbit anti-Apoltp, 1:1000 (both from former Eaton lab)^16^; mouse anti-HA, 1:200, (from Santa Cruz sc-7392); rabbit anti-Rab5, 1:200 (from Abcam ab31261); anti-foxo, 1:200 (from R.Tjian). Following this step, the cuticles were washed three times for 10 min each and incubated with fluorescent conjugated secondary antibodies (Alexa Fluor 488, Alexa Fluor 555, Alexa Fluor 647 from Invitrogen) at a dilution of 1:200, Alexa Fluor™ 555 Phalloidin at dilution of 1:500 and Hoechst at 1:1000 in 0.1% Tween 20 for 2 h at room temperature. For lipid droplet labeling, BODIPY 493/503 (D3922, Thermo Scientific) was diluted to 2.5 μg/ml in PBS and added during the Hoechst staining. Tissues were mounted in Antifade mounting medium (H-1000, Biozol). Images were performed on either a Leica SP5 or Zeiss LSM 780 confocal microscope using a 63× oil-immersion objective. Images were processed using Fiji software.

### Quantitative PCR (QPCR)

Total RNA was extracted using the Quick-RNA Tissue/Insect Kit (Zymo Research) according to the manufacturer’s instructions (5 whole flies, 10 cuticles, or 20 heads per sample). For cuticle samples, dissections were performed on ice and the gut, heart, and reproductive tissues were removed to minimize contamination. RNA concentration and purity were measured with a NanoDrop spectrophotometer. For cDNA synthesis, 500 ng of total RNA per sample was reverse transcribed using PrimeScript^TM^ RT Master Mix following the manufacturer’s protocol. Quantitative PCR (qPCR) was performed with a SYBR Green master mix (PCR biosystems) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). Primer sequences are listed in Supplementary Table 2.

### Glycogen measurement

Glycogen levels were quantified using the Glycogen Assay Kit (MAK465, Sigma-Aldrich) following the manufacturer’s instructions. For each biological replicate, five adult flies were pooled (three to four biological replicates per condition). Samples were homogenized on ice in 500 µL lysis buffer (2.5 g/L NaF, 25 mM citric acid, pH 4.2) and centrifuged at 14,000 *g* for 5 min at 4 °C. Supernatants were transferred to a clear, flat-bottom 96-well plate. After addition of the kit working reagent(s) and incubation at room temperature for 30 min, absorbance at 570 nm was measured using a Spark multimode microplate reader (Tecan).

### Hemolymph extraction and Western blots

To extract hemolymph from adult flies, 30–35 flies were first anesthetized using CO_2_. Each fly was then carefully pierced at the thorax with a tungsten needle and immediately transferred to 0.5 ml Eppendorf tubes that had three holes punctured at the bottom using a 24-gauge needle. These tubes were then placed into a 1.5 ml Eppendorf tube and kept on ice. The samples were centrifuged at 2100 g for 5 min at 4 °C. Following centrifugation, 1 µl of hemolymph was transferred to a new Eppendorf tube and snap-frozen. For Western blot analysis, 1 µl of hemolymph was lysed in RIPA buffer (Thermo Scientific, #89900) supplemented with a protease inhibitor cocktail (Roche, 11697498001) and a phosphatase inhibitor (Roche, #04906845001). The lysate was shaken properly at 4 °C for 30 min. Subsequently, 4x Laemmli sample buffer (Bio-Rad) and 2% beta-mercaptoethanol were added to the samples, which were then boiled for 5 min at 95 °C. Lysates were subjected to SDS-PAGE electrophoresis using either 4–15% Mini-PROTEAN® TGX™ Precast Protein Gels from Bio-Rad or homemade SDS gels. Proteins were then transferred onto nitrocellulose membranes using the iBlot2 dry blotting system (iBlot™ 2 Transfer Stacks, Thermo Fisher). After the transfer, the membrane was stained with Ponceau S for 10 min to verify protein transfer and then blocked in Tris-buffered saline with 0.1% Tween-20 (TBST) containing 5% milk at room temperature for 90 min. The membrane was incubated with the primary antibody overnight at 4 °C (rat anti-apolpp, 1:3000 (from former Eaton lab)^52^; rabbit anti-ImpL2, 1:2000 (from L.Partridge)^53^. Subsequent washes involved three 10-min TBST rinses before incubation with a horseradish peroxidase (HRP)-conjugated secondary antibody (anti-rat, 1:10,000, 31470, Thermo Scientific; anti-Rabbit, 1:10,000, SA1-200, Thermo Scientific) in TBST for 90 min at room temperature. After four additional 10-min washes in TBST, protein bands were visualized using SuperSignal West Dura Extended Duration Substrate (34076, Thermo Scientific).

### TAG measurement

We utilized the Triglyceride Assay Kit (TR0100) from Sigma to measure TAG levels. For the assay, three flies constituted one replicate, with three replicates analyzed in total. Lipids were extracted following the kit’s protocol. Each sample, consisting of three flies and 300 µl of 5% NP-40/ddH2O, was added to a 2 ml tube containing a tungsten carbide bead (Qiagen, 69997). The samples were homogenized using a pre-cooled TissueLyser LT for 3-4 cycles, each lasting 4 min. Samples were then heated to 90 °C in a water bath for 4 min, cooled to room temperature, before repeating the heating process once more. After two heating cycles, samples were centrifuged for 2 min at maximum speed in a microcentrifuge. The supernatant was diluted fivefold with NP-40/ddH2O before proceeding with the assay. TAG concentrations were measured using a Spark^®^ Multimode Microplate Reader at OD 540 nm and calculated against a standard curve.

### Lipidomics

Mass spectrometry-based lipid analysis was conducted by Lipotype GmbH (Dresden, Germany), using methods described by ref. ^53^. Lipids were extracted following the two-step chloroform/methanol procedure outlined by ref. ^54^. The samples were spiked with an internal lipid standard mixture containing various lipid markers (e.g., CL, Cer, DAG, HexCer, LPA, LPC, LPE, LPG, LPI, LPS, PhA, PC, PE, PG, PI, PS, CE, SM, Sulf, TAG, and Chol). Post-extraction, the organic phase was transferred to an infusion plate and dried using a speed vacuum concentrator. The first-step dry extract was resuspended in 7.5 mM ammonium acetate in a chloroform/methanol/propanol solution (1:2:4, V:V:V), and the second-step dry extract in a 33% ethanol solution of methylamine in chloroform/methanol (0.003:5:1; V:V:V). Liquid handling was performed using a Hamilton Robotics STARlet robotic platform, equipped with anti-droplet control for precise organic solvent pipetting. Samples were analyzed by direct infusion on a QExactive mass spectrometer (Thermo Scientific) equipped with a TriVersa NanoMate ion source (Advion Biosciences). Analyses were conducted in both positive and negative ion modes, with a resolution of Rm/z = 200 = 280,000 for MS and Rm/z = 200 = 17,500 for MSMS, in a single acquisition. MSMS triggers were set by an inclusion list covering the MS mass ranges in 1 Da increments^55^. MS and MSMS data were integrated to monitor various lipid ions: CE, DAG, and TAG as ammonium adducts; PC and PC O- as acetate adducts; and CL, PA, PE, PE O-, PG, PI, and PS as deprotonated anions. MS only was used to track LPA, LPE, LPE O-, LPI, and LPS as deprotonated anions; Cer, HexCer, SM, LPC, and LPC O- as acetate adducts; and cholesterol as an ammonium adduct of an acetylated derivative^56^. Data were processed and analyzed using in-house-developed lipid identification software, LipidXplorer, and managed with an in-house data system. Only lipid identifications with a signal-to-noise ratio >5 and signal intensity at least fivefold higher than corresponding blanks were considered for further analysis. Results were visualized using Prism9 software.

### Single-nucleus RNA sequencing

Single nuclei suspensions were prepared following the protocol described in the Fly Cell Atlas^27^. For the preparation, whole-body flies, excluding heads, were flash-frozen in liquid nitrogen and subsequently homogenized in 1 ml of Dounce buffer. The buffer composition included 250 mM sucrose, 10 mM Tris (pH 8.0), 25 mM KCl, 5 mM MgCl_2, 0.1% Triton-X, 0.5% RNasin Plus (Promega, N2615), 1X protease inhibitor (Promega, G652A), and 0.1 mM DTT. The homogenate was then filtered through a 40 µm cell strainer and a 40 µm Flowmi cell strainer (BelArt, H13680–0040) to obtain the suspension. After initial preparation, the samples were centrifuged, washed, and resuspended in 1X PBS containing 0.5% BSA and 0.5% RNasin Plus. The suspension was then filtered through a 40 µm Flowmi cell strainer (BelArt, H13680–0040) immediately before fluorescence-activated cell sorting. For nuclear staining, DRAQ7™ Dye (Invitrogen, D15106) was used. Sorting was performed using a Sony SH800Z Cell Sorter at the Systems Biology Flow Cytometry Facility at Harvard Medical School. Post-sorting, the nuclei were collected and resuspended at a concentration of 700–800 cells/µl in 1X PBS with 0.5% BSA and 0.5% RNasin Plus.

Single-nucleus RNA sequencing (snRNAseq) was performed following the 10X Genomics protocol (Chromium Next GEM Single Cell 3’ v3.1 Rev D). We conducted two reactions for flies in fed and two reactions for flies in starvation condition at each time point (day 2 and day 5). The snRNAseq data were processed using the Cellranger count pipeline 6.1.1 to generate feature-barcode matrices. To normalize data across different samples, the read depths were equalized, and the matrices were aggregated into a single feature-barcode matrix using the Cellranger aggr pipeline. In total, 43,562 cells were profiled, including 20,395 fly cells in fed condition and 15,264 fly cells at Day 2 of starvation, and 7903 control fly cells at Day 5 of starvation. 

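The deposited annotation lists 20150 nuclei in the fed condition, 15083 at day 2 and 7794 at day 5 of starvation, counted as barcodes that are also in the matrix. Every nucleus listed had UMIs of at least 300 genes, and every gene had UMIs in at least 10 nuclei. The median number of UMIs per nucleus was 1237 in the fed condition, 1312 at day 2 and 1075.5 at day 5.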

Cell clusters and gene expression levels were visualized using the Loupe Browser 6.

### Fluorescence recovery after photobleaching (FRAP)

The FRAP experiment was conducted using a Zeiss 780 m confocal microscope equipped with a Plan-APOCHROMAT 63×/1.4 Oil objective. Fresh abdominal tissue was dissected in PBS and placed on a glass slide with a thin layer of Halocarbon 700 oil (H8898, Sigma) spread on it. A 40 mm × 60 mm coverslip was then carefully positioned over the tissue. After allowing the setup to stabilize for 6–10 min, the slide was mounted on the microscope for imaging and the FRAP experiment. The same settings were maintained for all FRAP experiments: Frame size was set at 512 × 512 pixels with a zoom of 2. Gain settings varied between 600 and 850, adjusted for each slide to maximize signal without causing overexposure. Time series were recorded at 3-s intervals, with the duration ranging from 2 to 5 min, depending on the observed recovery time. The photobleaching region size was set at 30, and the pinhole was adjusted to 1 Airy Unit (AU). Using Zeiss ZEN 2010 software, the following regions of interest (ROI) were extracted: bleach (BL): the main ROI bleached by the laser; background (BG): a region of only noise (outside of any target fluorescence); reference (REF): a region of fluorescence outside of the bleached region. This is used to determine bleaching as a result of repeated image acquisition. The normalized data was calculated: BL_corr2(*t*) = BL_corr1(*t*)/REF_corr1(*t*) = [BL(*t*) – BG(*t*)]/[REF(*t*)-BG(*t*)] and processed by Prism 9.

### Statistical analysis

Statistical analysis for lifespan was performed by Log-Rank test. Full details of survival data are provided in corresponding figure legend and source data. Other data were analyzed by Student’s *t* test or ANOVA as appropriate in GraphPad Prism v8–10.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Raw snRNA-seq reads and gene2cell matrix file have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE284161. Processed datasets can be mined through a web tool [https://www.flyrnai.org/scRNA/] that allows users to explore genes and cell types of interest. The other data generated in this study are provided within the manuscript and its Supplementary Information, or from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Desaturase-dependent secretory functions of hepatocyte-like cells control systemic lipid metabolism during starvation in Drosophila
**Source:** Nat Commun. 2025 Nov 21;16:10409. doi: 10.1038/s41467-025-66571-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures:

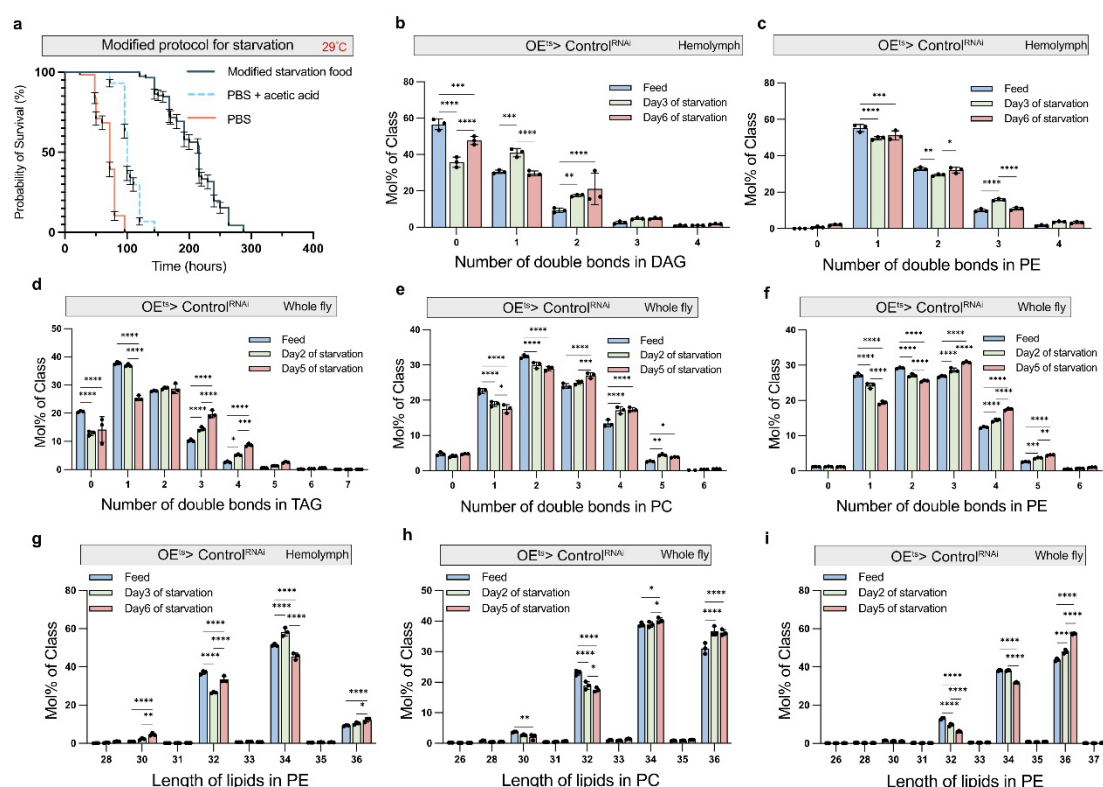

## Supplementary Figure 1: Lipidomic analysis of hemolymph or whole fly sample at different days of starvation

**a** Comparison of modified starvation protocol (incl. acetic acid supplementation) and normal PBS starvation protocol plus acetic acid supplementation. N=120. **b-f** The number of double bonds in different major lipid classes in hemolymph or whole samples. DAG, diglyceride; TAG, triglyceride; PE, phosphatidyl ethanolamine; PC, phosphatidylcholine. n=3, statistical tests: two-way ANOVA with Tukey's multiple comparisons test. **g-i** Length of lipids in different lipid classes, n=3, statistical tests: two-way ANOVA with Tukey's multiple comparisons test. \*, P< 0.05; \*\*, P<0.01; \*\*\*, P<0.001; \*\*\*\*, P<0.0001. Source data for plots and exact p-value are provided as a source data file.

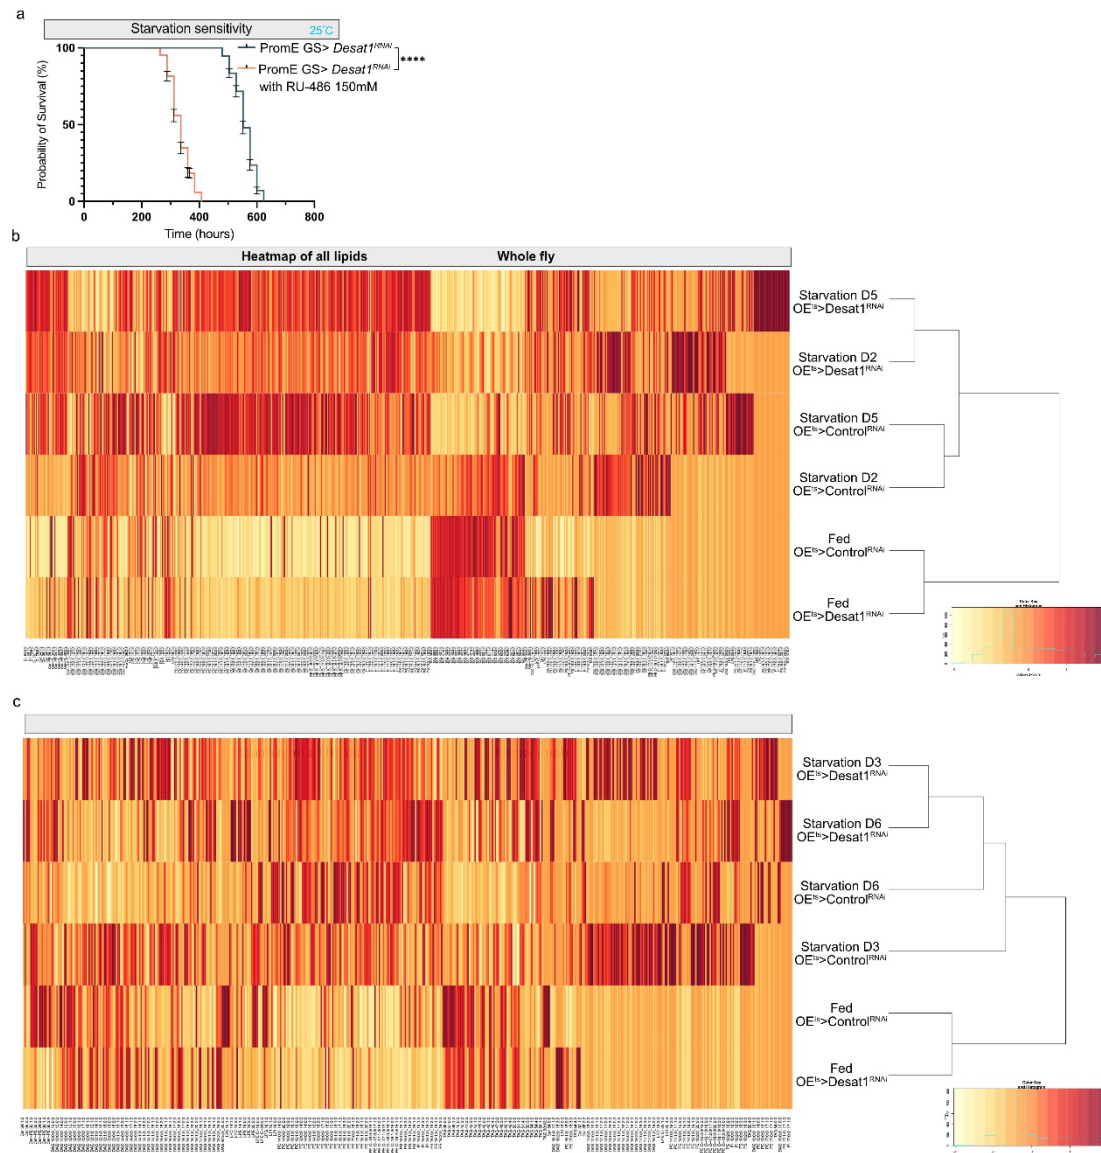

### Supplementary Figure 2: Starvation sensitivity and lipidomics heatmap

**a** Starvation assay performed at 25°C by using PromE GS> Desat1<sup>RNAi</sup> flies with or without RU486, N=150, \*\*\*\*: P<0.0001. **b** Heatmap from whole-fly and hemolymph lipidomic profiles in starvation and fed conditions, n=3. Source data for plots and exact p-value are provided as a source data file.

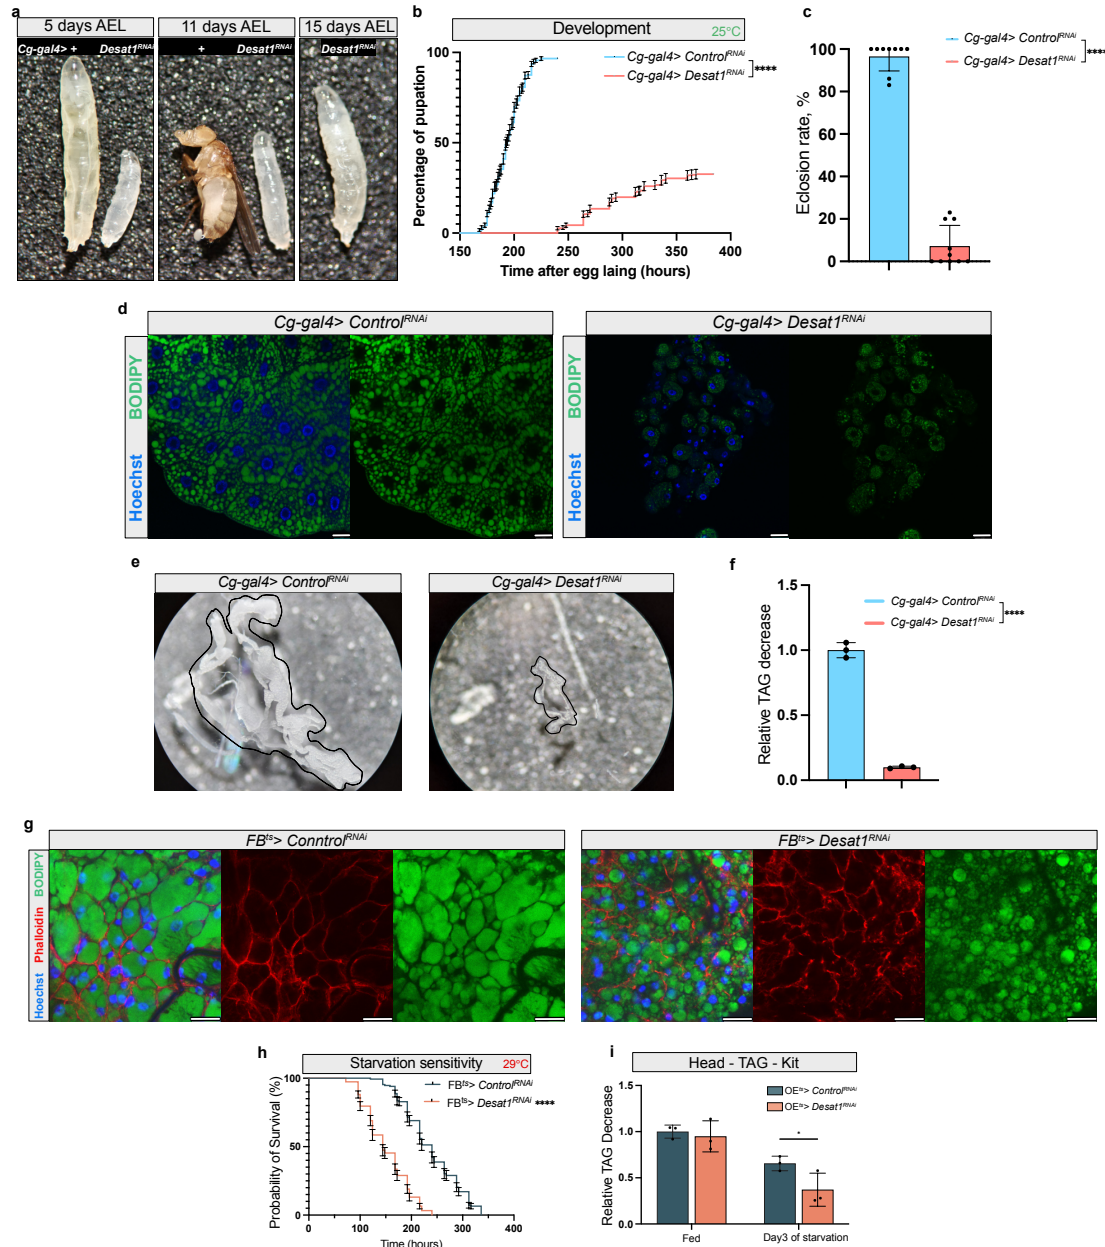

### Supplementary Figure 3: Role of Desat1 in the fat body

**a** Representative image of flies at different development stages. Flies with fat body (FB)-specific *Desat1* KD showed a strong development delay,  $n > 4$ . **b**, **c** Percentage of pupation and eclosion of control or FB *Desat1* KD group,  $n = 9$ . **d** Representative images of FB LDs stained by BODIPY in control or *Desat1* KD group,  $n = 3$ , scale bars: 20  $\mu$ m. **e** Representative images of FB morphology in control or FB *Desat1* KD group. Black lines mark the FB. **f** TAG level of whole larva measured by TAG kit,  $N = 3$ . Statistical tests: unpaired t test. AEL, after egg laying, scale bars: 20  $\mu$ m. **g** Representative image of adult flies with fat body *Desat1* KD,  $FB^{ts} +$ ; Dc-gal4; tub-gal80ts,  $n = 3$ , scale bars: 20  $\mu$ m. **h** Starvation sensitivity of flies with fat body-specific *Desat1* KD in adult stage at 29°C,  $n = 150$ . **i** TAG level of head from adult with *Desat1* KD measured by TAG kit,  $N = 3$ . \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ . Source data for plots and exact p-value are provided as a source data file.

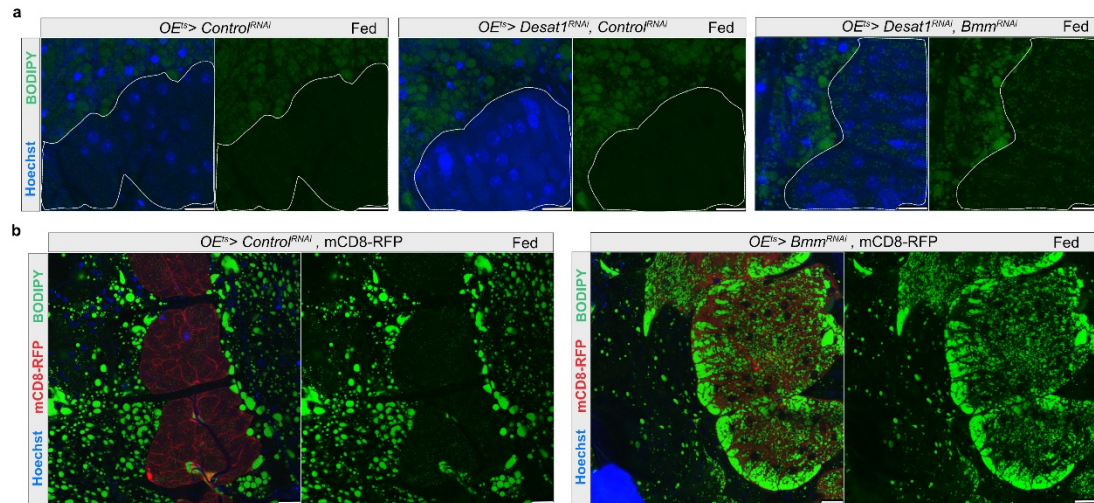

#### Supplementary Figure 4: Role of bmm in oenocytes

**a, b,** Representative images of LDs stained by BODIPY in control, *bmm* KD or *Desat1/bmm* KD groups. n=3, mCD8-FRP expression marks oenocytes (white dashed lines), scale bars: 20  $\mu$ m.

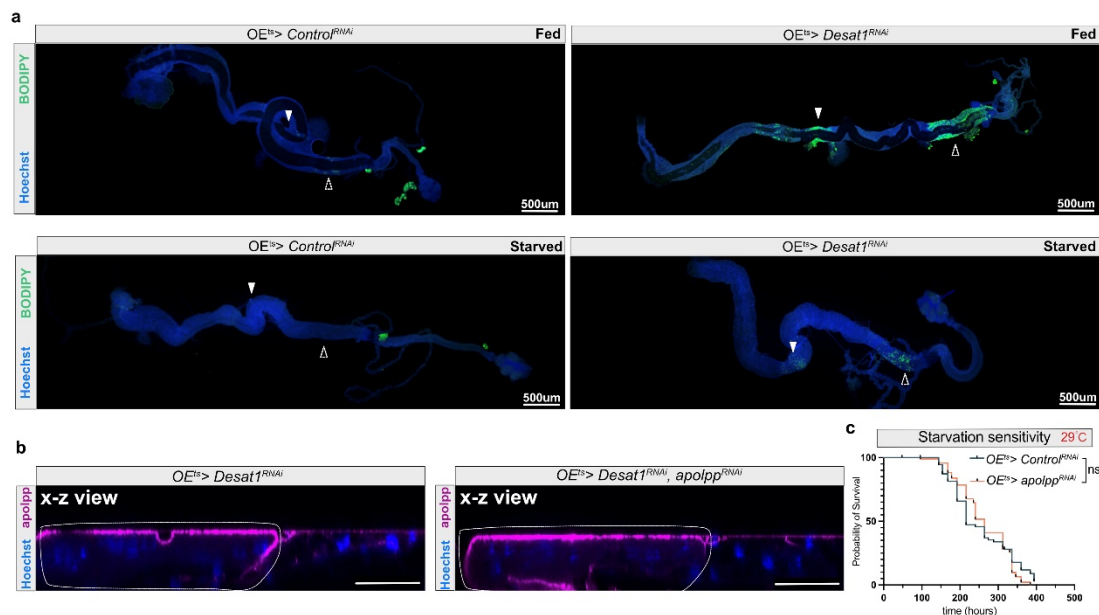

### Supplementary Figure 5: Lpp accumulation in oenocytes is not cell-autonomous and affects gut lipid metabolism

**a** Representative image of LDs visualized by BODIPY in adult gut. In both fed and starved condition, flies with oenocyte-specific *Desat1* KD exhibit a LDs accumulation compared with control group.  $n=3$ , scale bars: 500  $\mu\text{m}$ . **b** Representative x-z side view images of apolpp in *Desat1* KD and *Desat1/apolpp* KD group with dashed white lines marking the oenocytes, scale bars: 20  $\mu\text{m}$ . **c** Starvation sensitivity assay between control and *apolpp* KD groups at 29°C.  $N=80$ , P value was calculated using Log-rank (Mantel-Cox) test. Note that expression of the same *apolpp* RNAi in FB led to developmental arrest (our own data and Ref.34), demonstrating functionality of the RNAi. Source data for plots and exact p-value are provided as a source data file.

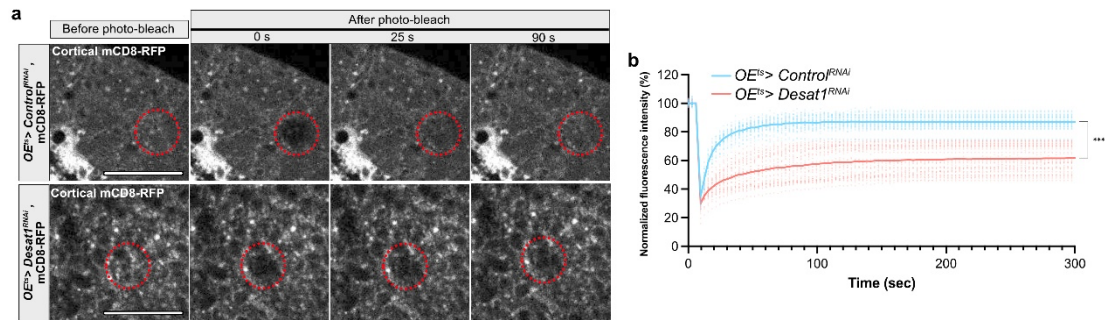

## Supplementary Figure 6: Diffusion of mCD8-RFP on oenocyte surface is restricted upon *Desat1* KD

**a** Fluorescence recovery after photobleaching (FRAP) of surface mCD8-RFP shows impaired diffusion in oenocytes with *Desat1* KD compared to controls. Red dashed lines show the region of photo-bleaching on the oenocyte surface, scale bar: 10  $\mu$ m. **b** The intensity of fluorescence is plotted over time. The dip at 10 seconds reflects the photobleaching event. \*\*\*\* $P < 0.0001$ , *OE<sup>ts</sup> > Desat1<sup>RNAi</sup>* vs. *OE<sup>ts</sup> > Control<sup>RNAi</sup>*,  $n = 35$ , each data point represented a FRAP experiment performed in a cell surface. Statistical tests: two-way ANOVA. Source data for plots and exact p-value are provided as a source data file.

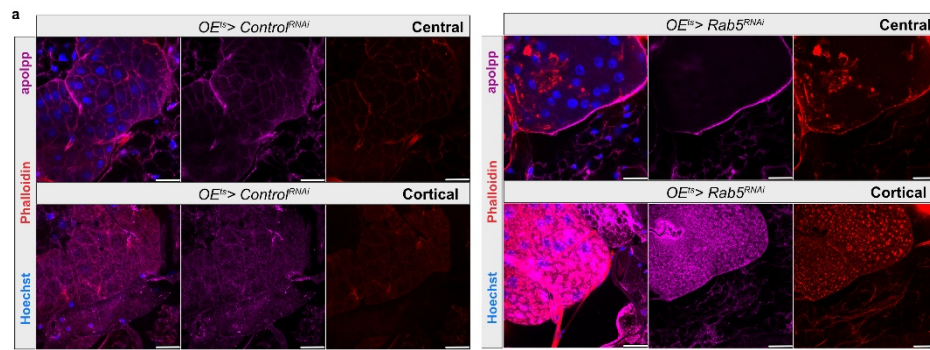

**Supplementary Figure 7: *Rab5* silencing leads to apolpp and actin accumulation in oenocytes**  
**a** Representative central and cortical sections of apolpp and phalloidin in control and *Rab5* KD groups, n=3, scale bars: 20  $\mu$ m.

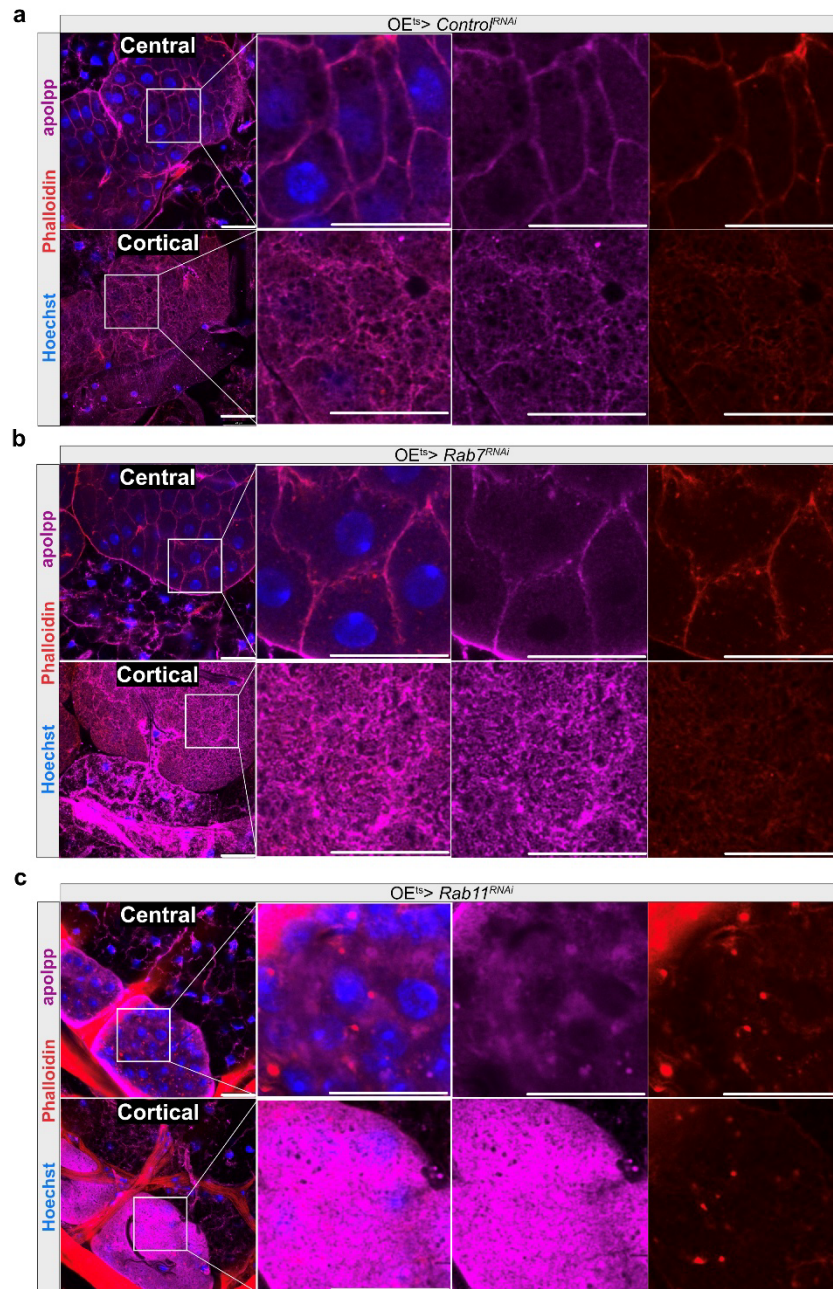

**Supplementary Figure 8: *Rab11*, but not *Rab7*, silencing leads to mild apolpp accumulation in oenocytes**

**a-c** Representative central and cortical sections of apolpp and phalloidin in *Control*<sup>RNAi</sup>, *Rab7*<sup>RNAi</sup> or *Rab11*<sup>RNAi</sup> groups, n=3, scale bars: 20  $\mu$ m.

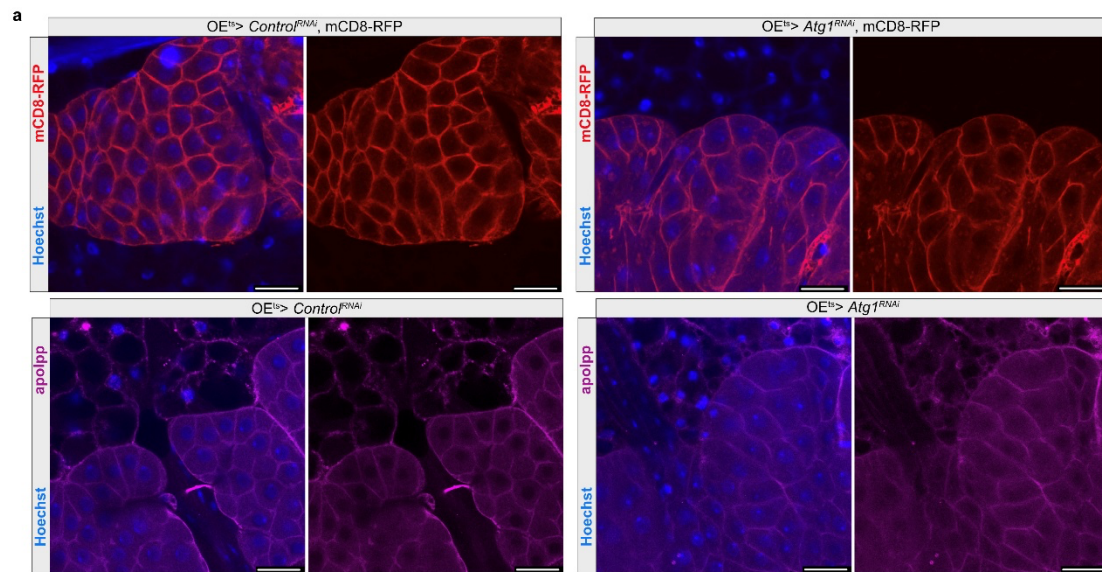

**Supplementary Figure 9: Atg1 silencing does not cause apolpp accumulation in oenocytes.**

**a** Representative image of apolpp and mCD8-RFP in control and Atg1 KD group. n=2, scale bars: 20 μm.

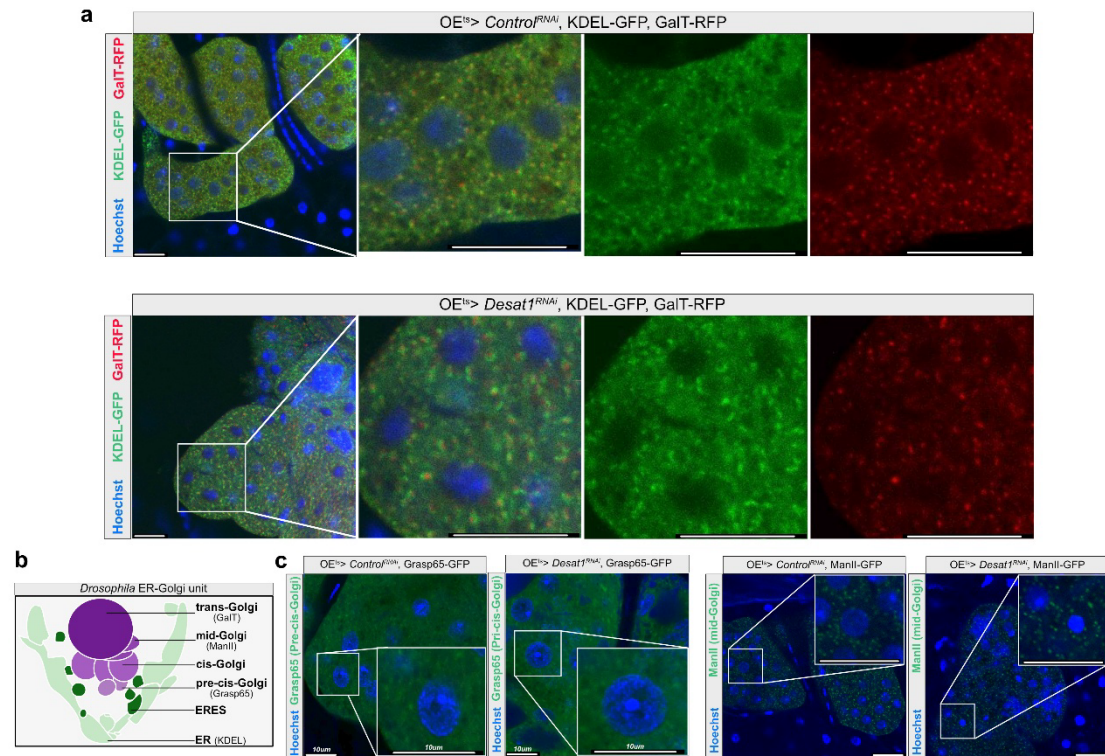

### Supplementary Figure 10: ER-Golgi unit of oenocytes with or without *Desat1* KD

**a** Representative image of ER and trans-Golgi from oenocytes with or without *Desat1* KD, visualized by KDEL-GFP or GalT-RFP. scale bars: 20µm. **b** the schematic diagram of ER-Golgi unit in oenocytes. **c** Representative image of pre-cis-Golgi or mid-Golgi from oenocytes, visualized by Grasp65-GFP or ManII-GFP respectively. scale bars: 10µm (Grasp65-GFP), 20µm (ManII-GFP), N=3.

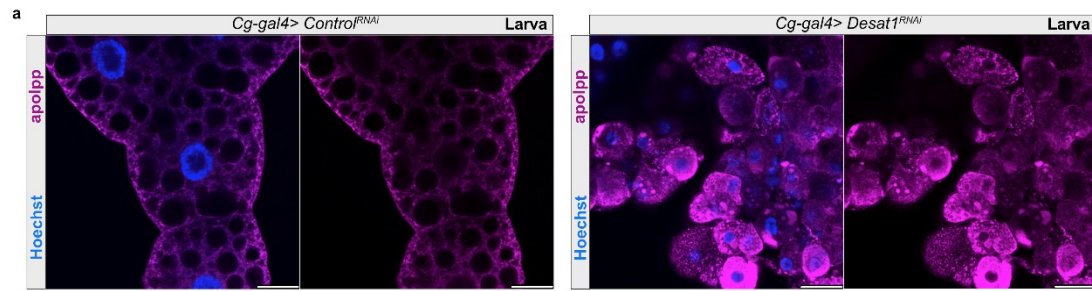

**Supplementary Figure 11: Apolpp secretion in fat body with Desat1 deficiency**

**a** Representative fat body images of apolpp in larva, n=2, scale bars: 20μm.

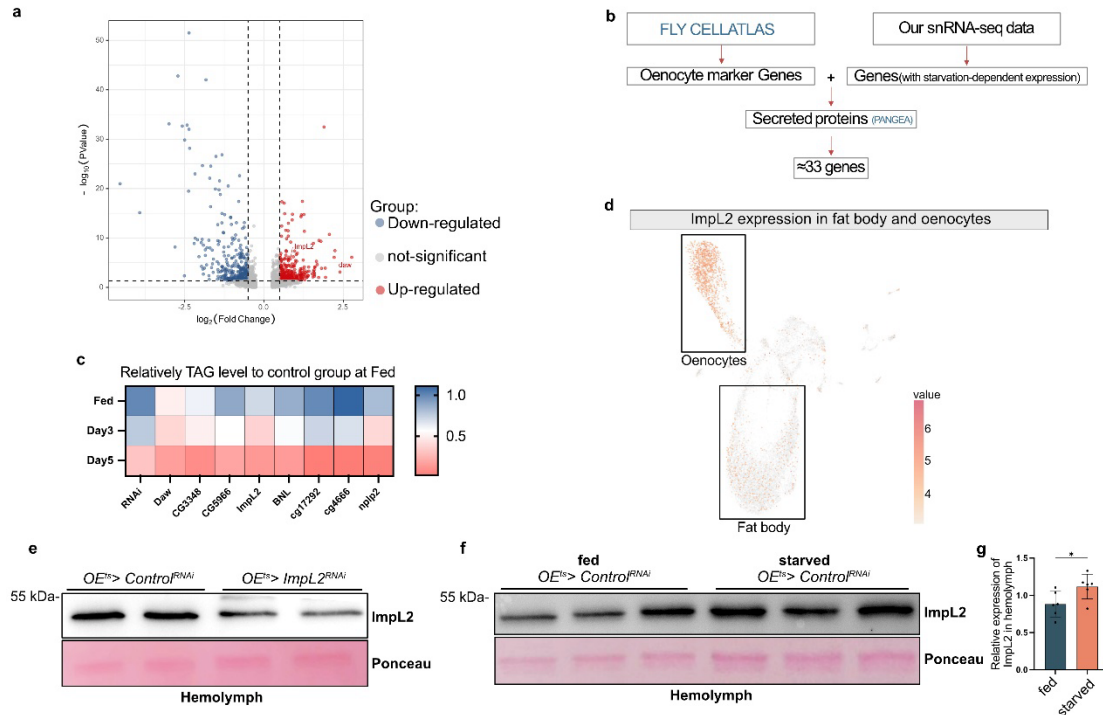

### Supplementary Figure 12: ImpL2 secretion by oenocytes is increased in starvation

**a** Differentially expressed genes in oenocytes (day 2 of starvation vs. fed condition) were visualized using a volcano map (Fold change  $>0.5$  and P value  $<0.05$ ). **b** A protocol of gene selection. **c** Relative TAG level measured by kit from whole flies with different candidate gene KD specifically in oenocytes,  $n=4$ . **d** *ImpL2* expression pattern from DRSC RNA-seq explorer showed a high expression level of *ImpL2* in oenocytes compared with fat body. **e** Western blot analysis of ImpL2 level in hemolymph from control or *OE<sup>ts</sup>>ImpL2<sup>RNAi</sup>* flies,  $n=2$ . **f** Western blot analysis of ImpL2 at fed or starvation condition in hemolymph. **g** Quantification of ImpL2 level in hemolymph in fed or starvation condition,  $n=3$ , statistical tests: unpaired t test,  $*p<0.05$ . 

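The rule of the volcano plot was also applied to libraries as replicates, with the fold read as an absolute log2 fold change above 0.5 from UMIs and an unadjusted p under 0.05. With the p from the mean deposited values, 591 genes passed in oenocytes at day 2, 282 higher and 309 lower. Of these, 236 were among the genes past the threshold after Benjamini-Hochberg adjustment (limma). With both the fold and the p from summed UMIs, a setting chosen after the data were examined, 581 genes passed, 242 higher and 339 lower. The legend does not say whether its fold is on the log2 scale.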

Source data for plots and exact p-value are provided as a source data file.

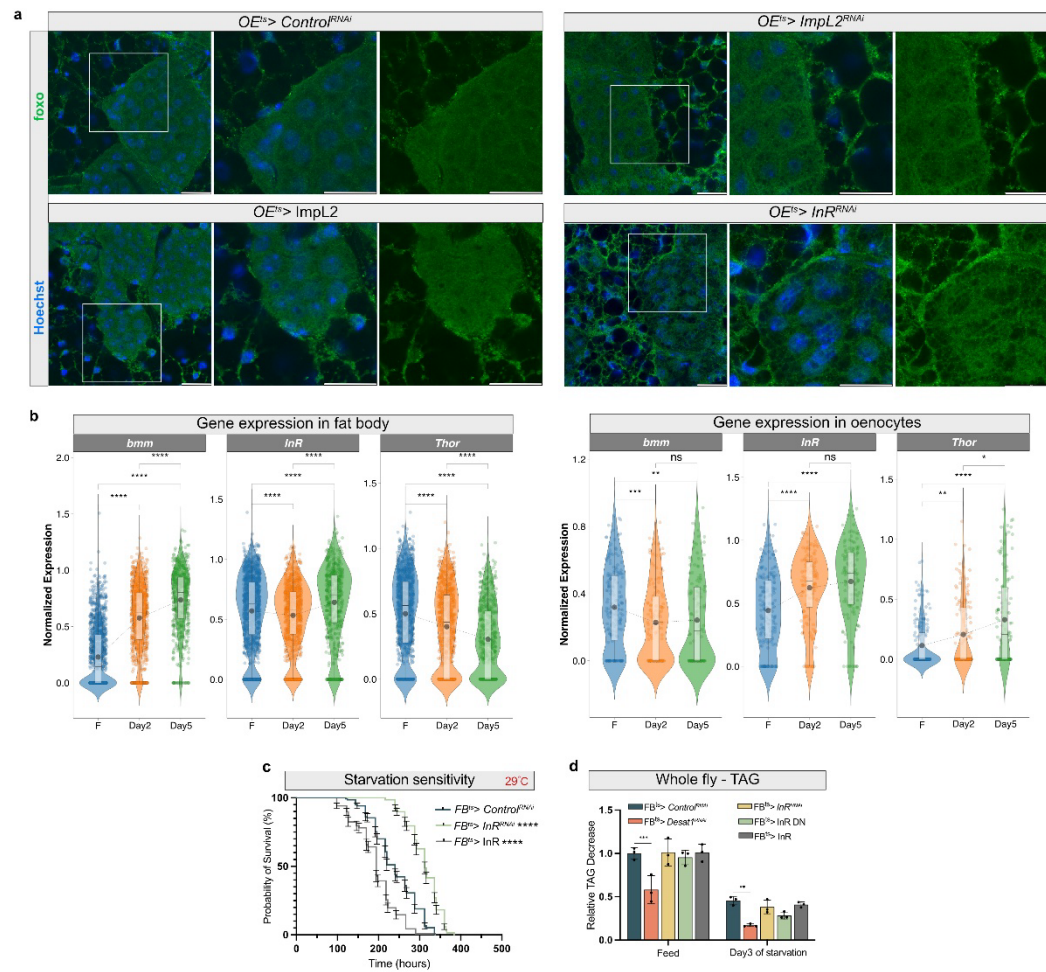

### Supplementary Figure 13: IIS in oenocytes and FB

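The insulin receptor gene *InR* in fat body had a mean deposited value of 1.68 ± 0.0556 (SD, n = 2 libraries) in the fed condition, 1.58 ± 0.0187 at day 2 and 1.90 ± 0.128 at day 5 of starvation. The difference at day 2 was -0.101 (SE 0.0622, adjusted p = 0.293 from limma with Benjamini-Hochberg adjustment), which is not past the threshold, and on summed UMIs the log2 fold change was -0.35 (adjusted p = 0.00170, limma). At day 5 the difference was 0.220 (SE 0.0622, adjusted p = 0.0215, limma), and it was past the threshold in 3 of the 6 fits with 1 library left out. In oenocytes, *InR* was 1.23 ± 0.146 in the fed condition, 1.69 ± 0.100 at day 2 and 1.77 ± 0.0702 at day 5. On summed UMIs the log2 fold change was 0.70 at day 2 (adjusted p = 0.00854, limma) and 0.84 at day 5 (adjusted p = 0.00136, limma). The difference in the mean deposited value was 0.459 at day 2 (SE 0.118, adjusted p = 0.0459, limma) and 0.543 at day 5 (SE 0.118, adjusted p = 0.0144, limma). At day 2 it passed the threshold in 0 of the 6 fits with 1 library left out, where the adjusted p reached 0.296 (limma), and at day 5 in 4 of 6. *InR* overlaps 2 long noncoding RNA genes in the RefSeq annotation.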

**a** Representative images of foxo in adult oenocytes and FB upon oenocyte-specific ImpL2 OE, ImpL2 KD and InR KD. scale bars: 20µm. **b** mRNA level of foxo target genes (bmm, InR and Thor) in fed (F) conditions and on day 2 and 5 of our starvation protocol in FB or oenocytes, respectively, as measured by sn-RNA-seq. P value was calculated using Wilcoxon test. \*\*\*\*, P<0.0001. **c** Starvation sensitivity of flies with FB-specific InR KD or overexpression. n=140. P value was calculated using Log-rank (Mantel-Cox) test. \*\*\*\*, P<0.0001. **d** TAG level of flies with FB-specific InR KD, InR DN (DN, dominant negative, InR K1409A) and InR overexpression. Desat1 KD was used as a positive control. n=3. Statistical tests: two-way ANOVA. \*\*, P<0.01; \*\*\*, P<0.001; \*\*\*\*, P<0.0001. Source data for plots and exact p-value are provided as a source data file.

# Supplementary Tables:

| Name                                                                              | Reference                    |
|-----------------------------------------------------------------------------------|------------------------------|
| W [1118]                                                                          | VDRC<br>60000                |
| w; P{UAS-Desat1-RNAi-GD2950}v33338                                                | VDRC<br>33338                |
| w; ; P{UAS-desat1-RNAi-KK107747}v104350                                           | VDRC<br>104350               |
| P{w[+mC]=Desat1-GAL4.E800}2M, P{w[+mC]=tubP-GAL80[ts]}20                          | Bloo.<br>#65406              |
| P{w[+mC]=Desat1-GAL4.E800}4M, P{w[+mC]=tubP-GAL80[ts]}2                           | Bloo.<br>#65407              |
| w; Desat1 RNAi; PromE gal80 <sup>ts</sup>                                         | This work                    |
| w; mCD8-RFP; PromE gal80 <sup>ts</sup>                                            | This work                    |
| PromE gal80 <sup>ts</sup> , CyO-GFP; Apolpp-GFP, TM6B, Tb                         | This work                    |
| P[mw, UAS-mCD8-RFP]/(CyO)                                                         | From<br>Yohanns<br>Bellaiche |
| y, w; P[mw, UAS-mCD8-GFP]                                                         | Bloo.<br>#5137               |
| y[1], w[*]; UAS-Albumin-mCherry                                                   | This work                    |
| w;; Lpp-gal4                                                                      | From<br>Bruno<br>Lemaitre    |
| y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.UAS-apolppp RNAi}attP2                        | Bloo.<br>#28946              |
| y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP UAS-LIMK1-RNAi}attP40                         | Bloo.<br>#42576              |
| y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP UAS-tsr-RNAi}attP2              | Bloo.<br>#65055              |
| y[1] w[*]; P{w[+mC]=UAS-tsr.N}2.2.1/TM6B, P{y[+t7.7] ry[+t7.2]=Car20y}TPN1, Tb[1] | Bloo.<br>#9235               |
| w; P[mw, UAS-Rab5-RNAi]KK103945                                                   | VDRC<br>v103945              |
| FlyFos027263(pRedFlp-Hgr)(Rfabg30509::2XTY1-SGFP-V5-preTEV-BLRP-                  | VDRC                         |

|                                                                   |                             |
|-------------------------------------------------------------------|-----------------------------|
| 3XFLAG)dFRT                                                       | v318255                     |
| :: UAS-ImpL2-HA OE                                                | FlyORF<br>(F001712)         |
| w; P[mw, UAS-daw-RNAi]                                            | VDRC<br>v5085               |
| w; P[mw, UAS-ImpL2-RNAi]                                          | VDRC<br>30930               |
| W; P[mw, UAS-daw-RNAi]; PromE gal80ts                             | This work                   |
| w[*]; P{w[+mC]=UAS-GFP.KDEL}11.1; P[mw, UASp-RFP.Golgi]10         | This work                   |
| w; P[mw, UAS-Rab7-RNAi]GD40338                                    | VDRC<br>v40338              |
| w; P[mw, UAS-Rab11-RNAi]GD22198                                   | VDRC<br>v22198              |
| w[*]; UAS-Grasp65-GFP                                             | Bloo.<br>#8507              |
| ;Dcg-gal4;tub-gal80ts,UAS-GFP                                     | From W.<br>Mike<br>Henne    |
| W; P{UAS-ATG1-RNAi-GD7149}                                        | VDRC<br>v16133              |
| w[1118]; UAS-ManII-EGFP                                           | Bloo.<br>#65248             |
| y[1] w[1118]; P{y[+t7.7] w[+mC]=r5-BPnlsLexA::GADflUw}attP40/CyO  | From<br>Seung K.<br>Kim     |
| w;;LexAop-Bmm <sup>RNAi</sup>                                     | This work                   |
| y[1] v[1];; P{y[+t7.7] v[+t1.8]=TRiP.JF01482}attP2 (UAS-InR-RNAi) | Bloo.<br>#31037             |
| y[1] w[1118]; P{w[+mC]=UAS-InR.R418P}2                            | Bloo.<br># 8250             |
| y[1] w[1118]; P{w[+mC]=UAS-InR.K1409A}3                           | Bloo.<br># 8253             |
| w; P[mw, Cg-Gal4];+                                               | From<br>Samuel<br>Liegeois  |
| w;; bmm[1]/TM3, Sb (floating)                                     | From<br>Ronald<br>Kuehnlein |
| w; P{GD5139}v37877 UAS-brummer-dsRNA                              | VDRC<br>#37877              |

**Supplementary Table 1: All flies strains used in this study.**

| Gene  | Forward                   | Reverse                  |
|-------|---------------------------|--------------------------|
| RPL32 | TCTGTTGTCGATACCCCTTGGGCTT | AAGAAGCGCACCAAGCACTTCATC |
| bmm   | CTGAAGGGACCCAGGGAGTA      | GTCTCCTCTGCGATTGCCAT     |
| llp2  | ACGAGGTGCTGAGTATGGTGTGCG  | CACTTCGCAGCGGTTCCGATATCG |
| Thor  | AACCCTCTACTCCACCACTC      | CAATCTTCAGCGACTTGG       |
| llp6  | TGCTAGTCCTGGCCACCTTGTTG   | GGAAATACATCGCCAAGGGCCACC |

**Supplementary Table 2: Primers pairs used for qPCR in this study.**

| <i>shRNA name</i>   | <i>oligo forward</i>                                                                                 | <i>oligo reverse</i>                                                                                            |
|---------------------|------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| <i>Bmm-shRNA-jz</i> | <i>ctagcagtGTAATGGTGGAGGACTT</i><br><i>AATTtagttatattcaagcataAATTAAGT</i><br><i>CCTCCACCATTACgcg</i> | <i>aattcgcGTAATGGTGGA</i><br><i>GGACTTAATTtatgcttgaa</i><br><i>tataactaAATTAAGTCCT</i><br><i>CCACCATTACactg</i> |

**Supplementary Table 3: Sequence details for LexAop shRNA, the antisense sequence is AATTAAGTCCTCCACCATTAC.**

| Name              | Per liter |
|-------------------|-----------|
| deactivated yeast | 18g       |
| soy flour         | 10g       |
| cornmeal          | 80g       |
| malt              | 40g       |
| corn syrup        | 5%        |
| propionic acid    | 0.3%      |
| nipagin           | 0.2%      |

**Supplementary Table 4: Standard laboratory *Drosophila* food (per liter, 1% agar**

| Name                                | Per liter |
|-------------------------------------|-----------|
| CaCl <sub>2</sub> (2.5g per 100ml)  | 0.5 ml    |
| MgSO <sub>4</sub> (25g per 100ml)   | 0.5 ml    |
| CuSO <sub>4</sub> (0.25g per 100ml) | 0.5 ml    |
| FeSO <sub>4</sub> (2.5g per 100ml)  | 0.5 ml    |
| MnCl <sub>2</sub> (0.1g per 100ml)  | 0.5 ml    |

|                                                  |        |
|--------------------------------------------------|--------|
| ZnSO <sub>4</sub> (2.5g per 100ml)               | 0.5 ml |
| MoNa <sub>2</sub> O <sub>4</sub> (20g per 100ml) | 0.5 ml |
| Base buffer (10X)                                | 100 ml |

**Supplementary Table 5: Protocol for modified starvation food (per liter)**

| <b>Base buffer (10x)</b>        | <b>Per liter</b> |
|---------------------------------|------------------|
| Acetic acid                     | 30 ml            |
| KH <sub>2</sub> PO <sub>4</sub> | 30 g             |
| NaHCO <sub>3</sub>              | 10 g             |

**Supplementary Table 6: Protocol for 10X Base buffer (per liter)**

# Supplementary material for: Desaturase-dependent secretory functions of hepatocyte-like cells control systemic lipid metabolism during starvation in Drosophila
**Source:** Nat Commun. 2025 Nov 21;16:10409. doi: 10.1038/s41467-025-66571-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- Fluorescent image acquisition: Leica SP5 with a 63x oil-immersion lens
- Fluorescence recovery after photobleaching: Zeiss 780m confocal microscope equipped with a 63x/1.4 Oil lens
- Triglyceride measurement(absorbance at 570 nm): Spark \*Multimode Microplate Reader
- Lipidomics: QExactive mass spectrometer (Thermo Scientific) equipped with a TriVersa NanoMate ion source (Advion Biosciences)
- Single nuclear RNA sequencing: Chromium Next GEM Single Cell 3' v3.1 Rev D

#### Data analysis

- Image analysis: Fiji (imagej v1.54f)
- General data analysis: GraphPad Prism 10 and Excel (16.71)
- Single nuclear RNA sequencing: Cellranger count pipeline 6.1.1 and Loupe Browser 6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analysed during this study are included in the article and supplementary information files. The single nuclear sequencing generated and analyzed in this study have been deposited in the NCBI database.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods to pre-determine sample size were used. Sample sizes were based on our preliminary experiment and the current standard n the field.

### Data exclusions

No data were excluded.

### Replication

Most experiments were performed at least in three biological replicates. Starvation sensitivity experiments were confirmed in at least two independent experiment.

### Randomization

Control and experiment files were maintained under the same conditions and selected randomly from each group with no bias.

### Blinding

Researchers were not blinded to data collection or analysis as blinding is not standard in the field.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following primary antibodies were used: guinea pig anti-apolpp (gift from Suzanne Eaton), rat anti-apolpp I (gift from Suzanne Eaton), rabbit anti-apolLTP (gift from former Eaton lab), rabbit anti-Impl2, 1:2000 (gift from Linda Partridge), mouse anti-GFP (Sc-9996, Santa Cruz), rabbit anti-Rab5 (Abcam, ab31261), anti-foxo (gift from R.Tjian), mouse anti-HA, 1:200, (from Santa Cruz sc-7392)

The following secondary antibodies were used: Alexa-conjugated anti bodies (Invitrogen, 1:200) for immunostaining or HRP-conjugated antibodies (anti-rat, 1:10000, 31470, Thermo Scientific; anti-Rabbit, 1:10000, SA1-200, Thermo Scientific) for immunoblotting.

### Validation

All antibodies were validated by the manufacturer or original authors:

- anti-apolpp I and II: Eugster et al., 2007, Panakova D et al., 2005
- anti-apolpp I: Eugster et al., 2007, Panakova D et al., 2005
- anti-Apoltp: Wilhelm Palm et al., 2012
- anti-Impl2: Nazif Alic et al., 2011
- anti-foxo: Puig et al, 2003

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

*State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.*

### Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

### Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

### Commonly misidentified lines (See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

### Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All Drosophila melanogaster lines used in the study are listed in the supplementary table 1_Fly stocks |
| Wild animals            | No wild animals were used in the study.                                                                |
| Reporting on sex        | Only female flies were used for oenocyte dissections.                                                  |
| Field-collected samples | No field collection sample were used in this study.                                                    |
| Ethics oversight        | No ethics approval is required for experiments with Drosophila flies.                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                            |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.                                                        |
| Instrument         | Identify the instrument used for data collection, specifying make and model number.                                                                                        |
| Software           | Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details. |

Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used☐ Not used

### Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

### Statistical modeling & inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

|                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

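Single-nucleus RNA was measured in flies without heads in the fed condition, at day 2 and at day 5 of starvation, with 2 libraries per condition. The authors made libraries with 10X Genomics Chromium 3′ chemistry, counted UMIs with Cellranger count 6.1.1, equalized read depths and joined the libraries with Cellranger aggr, and showed the clusters with Loupe Browser 6. They deposited a matrix of natural log values of 12925 genes by 43027 nuclei and an annotation with the cluster and condition of each nucleus. The paper's text does not name the genome build, the annotation, the use of strand or the step between the UMI counts and the deposited natural log values. That scale was worked out from the values: the natural log of 1 plus 10000 times the UMIs of a gene in a nucleus over the UMIs of the nucleus, times the number of nuclei over the UMIs of the gene. UMIs worked back from the values were within 0.05 of a whole number for 99.99% of the nonzero values, and the formula gave back 99.82% of them within 0.001. The header and the first gene share a line in the matrix, which was read as a header and a gene. Of the 12925 gene symbols, 12376 are in the RefSeq table of Release 6 of the fly genome, which was used for names and overlaps only.

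Nuclei were assigned to libraries by the number at the end of the barcode, matched to the number at the end of the library name in the labels. The annotation and the library names carry 5 and 7 for the samples titled day 2 and day 5. The titles were used. The labels also give both 5 and 7 days at 29 °C for the same samples. The libraries held between 3776 and 10091 nuclei and between 7562514 and 22940510 UMIs, and the median UMIs per nucleus lay between 1074 and 1329. With 2 libraries per condition the spread rests on few degrees of freedom, and limma pools it over genes and conditions. The paper does not say whether the 2 reactions of a condition came from separate flies, so this spread may leave out that between flies.

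The design set before the data were examined was a count test on summed UMIs. Since the files hold no counts, the main test became limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on the mean deposited value per library and cluster, with the 3 conditions as groups, Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. A gene was tested in a cluster where at least 10 nuclei had a nonzero value in at least 2 libraries. This test and its filter were chosen once the unit was known. Differences are day 2 minus fed, day 5 minus fed and day 5 minus day 2. Summed UMIs, scaled to the total of the library and cluster with 0.5 added to each sum and 1 to the total, were tested with limma in the same way, and log2 fold changes come from them. Oenocytes and fat body were compared within libraries, and their responses as an interaction, with the library as a block. An exact two-sided sign-flip permutation test over the 6 libraries was run for *ImpL2*. The fatty acid list, 38 genes written before the data were examined, was tested with camera (preset inter-gene correlation 0.01), fry, camera with an estimated correlation and a Fisher exact test. Shares of nuclei per cluster were tested with limma on the log2 share, with 0.5 added to each count. Clusters with at least 20 nuclei in every library were tested, which were 19. For shares of nuclei with a UMI, nuclei were reduced at random to 1000 UMIs with a fixed seed, and the 95% intervals are Clopper-Pearson intervals, which cover counting error only.

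Genes were named by a rule written before the data were examined: those the study names for these data, the 5 that rose and the 5 that fell with the smallest adjusted p in each comparison with the fed condition among those past the threshold whose starved libraries lie on 1 side of the fed libraries, and the members of the fatty acid list past the threshold in oenocytes. A list of 18 eggshell genes was written before it was tested, and a list of 25 fatty acid breakdown genes after a pattern in fat body had been seen. Marker genes of the cell types were listed before the data were examined.

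The alternatives were no filter, a filter of 10 UMIs in at least 2 libraries, mean log-normalized UMIs, only the 4 libraries compared, a replicate block, each library left out in turn, leaving out the tenth of nuclei with most UMIs, only genes at least as high as in the other clusters, and the fold and unadjusted p of Supplementary Fig. 12a. Settings on summed UMIs were added later. The filter and the limma tests of conditions, on mean values and on summed UMIs, were run on simulated counts for oenocytes and fat body. These counts were drawn from the real mean shares and totals, with set coefficients of variation of 0.2 between libraries and 0.7 between nuclei. Changed genes were drawn from those with at least 200 UMIs in the cluster. With 200 genes changed at day 2, the test of mean values called 99 genes in oenocytes, 5 of them unchanged, and 114 in fat body, 5 of them unchanged, and no changed gene was called in the wrong direction. In the unchanged comparison of day 5 it called 0 and 1 genes. Doublets were scored with Scrublet through scanpy 1.11.5 and not removed. Files were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. No coordinates are given, since the build behind the counts is not named.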

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

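Of the tests in this part, those for free eggshell RNA and free *ImpL2* RNA were set before the result was seen. Those of the depth behind *ImpL2*, of free *Thor*, *daw* and *bmm* RNA, of *apolpp*, of the number of eggshell UMIs per nucleus, and all 3 on the fat body genes above fed at day 2 and below fed at day 5 were chosen after it was seen. Adjusted p-values are from limma with Benjamini-Hochberg adjustment.

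*ImpL2* stood out because its course in oenocytes differed between the days and from that in fat body. In oenocytes, day 5 minus day 2 was -1.49 in the mean deposited value (adjusted p = 0.00117, limma), and on summed UMIs the log2 fold change was -1.25 (adjusted p = 0.00342, limma). The oenocyte response minus the fat body response was 0.765 at day 2 (adjusted p = 0.0133, limma) and -0.736 at day 5 (adjusted p = 0.00969, limma). The day 2 difference of responses was past the threshold in 5 of 11 alternatives, with adjusted p between 0.0121 and 0.202 (limma), and the one at day 5 in 6 of 11. Without fed replicate 2 the day 2 value was 0.458 (adjusted p = 0.189, limma). The tables argue against depth per nucleus as the cause. With every nucleus reduced to 1000 UMIs, at least 41.1% of oenocytes in either day 2 library had an *ImpL2* UMI, against at most 25.2% in the fed and 21.2% in the day 5 libraries. Free RNA would raise all clusters alike, and the rise at day 2 was 3.14 UMIs per 10000 in oenocytes and at most 0.168 in the 18 other clusters with at least 20 nuclei in every library. A transient response of oenocytes to starvation may explain the course, as a hypothesis found and tested on the same libraries. Which oenocyte nuclei were captured at each time, and batches of libraries, which the labels do not give, stay open.

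For *Thor* and *daw*, oenocytes and fat body responded differently. The difference of responses, oenocytes minus fat body, was 0.626 at day 2 (adjusted p = 0.00860, limma) and 1.30 at day 5 (adjusted p = 1.41e-05, limma) for *Thor*, and 1.57 (adjusted p = 7.48e-06, limma) and 1.53 (adjusted p = 3.01e-06, limma) for *daw*. In fat body *daw* changed by -0.851 at day 2 (adjusted p = 9.08e-07, limma) and by -1.48 at day 5 (adjusted p = 6.40e-09, limma). The *daw* difference at day 5 therefore comes mainly from fat body. Fed oenocytes held 0.342 UMIs per 10000 of *daw*, against 9.25 in fat body, which left little room for a like fall. If free RNA reaches all clusters alike, the lowest level in another of the 19 clusters bounds it. Whether taken as UMIs per nucleus or as a share of UMIs, the larger bound in oenocytes was 0.0288 UMIs per 10000 for *daw* at day 2 and 1.16 for *Thor* at day 5, while the smallest rises between libraries were 3.52 and 3.81, which argues against free RNA that reaches all clusters alike as the source of these rises. For *daw* at day 5 the oenocyte change of 0.0494 was not past the threshold (adjusted p = 0.804, limma), and its sign changed without fed replicate 2 (-0.0392). On summed UMIs the difference of the *daw* responses was not past the threshold at day 2 (adjusted p = 0.0757, limma) or at day 5 (adjusted p = 0.309, limma). For *Thor* at day 2 it was short of the threshold in 4 of 11 alternatives, with 0.541 and adjusted p = 0.185 (limma) without fed replicate 2. The rise of *Thor* at day 5 was not particular to oenocytes. Among the 19 clusters, both day 5 libraries lay below both fed libraries only in fat body and cluster 12. They overlapped in the ovary cell cluster and the adult pylorus and lay above in the others. The rise was 5.15 UMIs per 10000 in oenocytes and 29.6 in indirect flight muscle. A response to starvation that differs between the cell types stays open as a hypothesis.

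*bmm* rose in fat body and not in oenocytes, with differences of responses of -1.84 at day 2 (adjusted p = 2.42e-06, limma) and -2.42 at day 5 (adjusted p = 8.28e-08, limma), past the threshold in 11 of 11 alternatives. By the same bound such free RNA could bring fat body at most 0.242 UMIs per 10000 of *bmm* at day 2, while the smallest rise between libraries was 9.26, which argues against it. At day 5 the rise of *bmm* was not particular to fat body. Among the 19 clusters, the day 5 libraries overlapped the fed libraries in oenocytes and cluster 12 and lay below them in follicle cell St. 9+. They lay above in all others. The rise was largest in fat body, at 18.7 UMIs per 10000, followed by indirect flight muscle at 3.58. Free RNA was not tested for the day 5 rises. A response of each cell type of its own stays open.

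Other genes that the study names also differed in their responses, oenocytes minus fat body. At day 2 the difference was -1.14 for *bnl* (adjusted p = 5.92e-05, limma), 0.560 for *InR* (adjusted p = 0.00779, limma) and 0.533 for *CG4666* (adjusted p = 0.0483, limma). At day 5 it was -1.70 for *bnl* (adjusted p = 7.47e-07, limma), 1.52 for *CG5966* (adjusted p = 1.65e-06, limma), -1.53 for *CG17292* (adjusted p = 5.45e-07, limma) and -0.743 for *Desat1* (adjusted p = 0.000281, limma). *InR* was past the threshold in 7 of 11 alternatives, without fed replicate 2 at 0.496 (adjusted p = 0.158, limma), and *CG4666* in 2 of 11, without fed replicate 2 at 0.524 (adjusted p = 0.336, limma). No technical explanation was tested for these genes. *InR*, *CG17292* and *bnl* overlap other genes in the RefSeq annotation, and the labels record no batches.

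For 3 further genes the difference of responses was past the threshold but changed sign on summed UMIs, so no direction is given. They are *CG3348* (-1.49 at day 2, adjusted p = 4.13e-06, limma; -2.17 at day 5, adjusted p = 8.28e-08, limma), *apolpp* (0.491, adjusted p = 0.0128, and 0.637, adjusted p = 0.00112, limma) and *Apoltp* (0.406, adjusted p = 0.0411, and 0.632, adjusted p = 0.00148, limma). *apolpp* had 5.03 UMIs per 10000 in oenocytes, within the range of the 17 other clusters outside fat body with at least 20 nuclei in every library (2.25 to 9.45), which is consistent with free RNA from fat body.

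In fat body, *CG5966* was higher at day 2 and lower at day 5 than in the fed condition, with 6.72 UMIs per 10000 in the fed condition, 24.0 at day 2 and 1.60 at day 5. Day 5 minus day 2 was -2.49 (adjusted p = 5.66e-09, limma). The same course was seen for 75 of the 1110 genes past the threshold at both days, and 23 had the reverse course. All 75 genes were also past the threshold as lower at day 5 than at day 2. Without fed replicate 2 there were 31 such genes and without fed replicate 1 there were 32. The tables argue against depth per nucleus as the cause, since on summed UMIs, into which it does not enter, 70 of all tested genes had this course past the threshold at both days. Of these, 49 were among the 75. With median-ratio factors there were 50 genes. Free RNA would come from clusters with a higher level, and 41 of the 75 genes had their highest level over all 26 clusters in fat body (54.7%, against 7.64% of the tested genes); for the other genes it is not excluded. A list of 25 fatty acid breakdown genes was then written, after the pattern had been seen. Of the 24 tested, 17 were above fed at day 2 and below fed at day 5 (70.8%, against 23.1% of all tested genes), but 11 of them had already been seen to do so. Of the other 13 genes, 6 had both directions, so whether these genes share a course cannot be told apart from the choice of the list. In oenocytes 0 of the 14 tested were past the threshold at either day (limma). Whether the fat body cluster holds the same kinds of nuclei at each time was not tested, and a staged response of fat body may explain the pattern as a hypothesis.

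In data the paper does not discuss, 18 genes of the eggshell and vitelline membrane, a list written before the test, were lower at day 2 in 13 of the 13 clusters outside the ovary with enough nuclei, in both day 2 libraries. In fed oenocytes they made up 67.6 ± 50.8 UMIs per 10000 (SD, n = 2 libraries), rank 6 of the 13 clusters, and 0.371% of that level was left at day 2. In the 13 clusters a median of 1.27% and at most 8.20% was left. All 11 tested genes of the list were past the threshold as lower in oenocytes, as were all 18 in fat body (limma). The stalk follicle cell cluster, with 405.3 UMIs per 10000, held a median of 246 UMIs of the list per fed nucleus. In the other 25 clusters this median lay between 7 and 13, a ratio of 1.86, while the median depth ran from 831 to 9653 UMIs, a ratio of 11.6. These values are consistent with free RNA from follicle cells that reached every nucleus in the fed libraries and was lower at day 2. In fed oenocytes the 5 nuclei with most of these UMIs held 59.8% of them, so a few nuclei weigh on the level there. The fall of the eggshell RNA itself may follow from starvation in the ovary, which was not tested.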

How the results depend on the processing

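The test of mean deposited values and its filter were chosen once the unit of the values was known, and the settings on summed UMIs (with library totals, with median-ratio factors, with fold and unadjusted p, with the replicate block) were chosen after seeing the data. All other settings were set before the data were examined. Of the planned settings, a negative binomial test was not run, since the deposited values are not counts. Other scaling factors and library totals have no counterpart on the deposited values and were run on summed UMIs only. Scaling over clusters belonged to the planned count test of shares and was not run with limma. Removal of doublets was not run because Scrublet marked under 0.5% of the nuclei in 3 libraries. Named genes gave 752 values under the planned settings with all libraries, of which 711 kept their direction and their side of the threshold, 24 lost the threshold, 16 gained it and 1 reversed. Under the settings chosen later, 341 of 390 kept both, 18 lost it, 19 gained it and 12 reversed. With 1 library left out, 567 of 648 kept both, 70 lost it, 7 gained it and 4 reversed. Leaving out a library leaves its condition with 1, which limma takes to vary like the others. Where no cause is named below, the cause was not tested.

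The number of genes past the threshold in oenocytes was 243 at day 2. It was 125 with no filter, 365 on mean log-normalized UMIs, 591 with fold and unadjusted p and 581 with these on summed UMIs, and between 85 (without fed replicate 2) and 251 with 1 library left out. At day 5 it was 408, with 254, 672, 764 and 862 under the same 4 settings, 253 over the genes at least as high as in the other clusters, where fewer genes are tested, and between 178 and 392 with 1 library left out. Between day 5 and day 2 it was 167, with 75, 357, 609 and 632 under the 4 settings, 100 with only the 4 libraries compared and between 80 and 130 with 1 library left out. In fat body the counts of 1651 at day 2, 2533 at day 5 and 2018 between them became 929, 1214 and 1023 over the genes at least as high as in the other clusters. With 1 library left out they lay between 778 and 1915, 1450 and 2414, and 1237 and 1769. The genes that differed in their response between oenocytes and fat body were 522 at day 2, with 243 with no filter, 119 on summed UMIs, 116 with median-ratio factors and between 150 and 551 with 1 library left out. At day 5 they were 913, with 608, 357, 347 and between 442 and 854.

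The camera p of the fatty acid list at day 2 was 0.0189, and 0.101 under fry, 0.280 with an estimated correlation and 0.233 with no filter. On summed UMIs it was 0.00411. At day 5 it was 0.350, and the direction reversed under fry (0.884) and with no filter (0.944). Shares of nuclei changed in 12 clusters at day 2, in 7 without the ovary clusters and in between 2 and 16 with 1 library left out, and in 16 at day 5, in 8 without the ovary clusters and in between 12 and 17 with 1 left out. In 7 clusters more genes were past the threshold at day 2 than in oenocytes, in 4 on summed UMIs, and in 0 with an equal draw of 20 nuclei (limma), which also lowered the filter to 4 nuclei, a step chosen after seeing the data. Unadjusted, the equal draw gave 350 genes in oenocytes and 441 in fat body under 0.05. The 75 fat body genes above fed at day 2 and below fed at day 5, a result chosen after seeing the data, were 46 with fold and unadjusted p, 44 with these on summed UMIs and between 31 and 82 with 1 library left out.

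*CG17292* in oenocytes at day 2 differed by -0.00350, by 0.0103 without the tenth of nuclei with most UMIs and by between -0.0530 and 0.0460 with 1 library left out. *daw* in oenocytes at day 5 differed by 0.0494, and by between -0.0392 and 0.138 with 1 library left out. On summed UMIs and with median-ratio factors, the log2 difference of responses was 1.48 and 1.54 at day 2 and 2.26 and 2.35 at day 5 for *CG3348*, -1.03 and -0.96 at day 2 and -1.74 and -1.66 at day 5 for *apolpp*, and -2.96 and -2.89 at day 2 and -0.28 and -0.20 at day 5 for *Apoltp*, against the sign on the deposited values.

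Samples of the conditions share a number in the labels. Deviations from the condition means of libraries with the same number had correlations over genes between -0.0570 and 0.00329, so the numbers do not pair them. With the replicate block, the counts were 204, 348 and 130 in oenocytes and 1603, 2478 and 1968 in fat body for day 2, day 5 and day 5 against day 2. The camera p was 0.0221 at day 2 and 0.332 at day 5, shares changed in 7 and 14 clusters, 7 clusters lay above oenocytes, and 75 fat body genes were above and then below fed. On summed UMIs with the replicate block, the counts were 247, 493 and 254 in oenocytes and 1682, 2816 and 2250 in fat body.

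In oenocytes 3511 genes were tested, against 8065 in fat body. In simulated oenocyte data, with changes only in genes with many UMIs, 14.7% of 2-fold changes were recovered by the test of mean values and 40.2% on summed UMIs. On summed UMIs the median log2 change of the tested genes was -0.16 at day 5 and -0.13 between day 5 and day 2 in oenocytes, and -0.13 between day 5 and day 2 in fat body, and single changes there are to be read against it.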

Differences from the paper's values

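The paper gives 43,562 cells, of which 20,395 are fed, 15,264 from day 2 and 7903 from day 5, and 25 clusters. The deposited annotation holds 43027 nuclei, of which 20150, 15083 and 7794 are from these conditions, and 26 clusters. None of these counts differs from the paper's by over 1.5 times.

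The annotation names cluster 12 as Malpighian tubule and pericardial cells and cluster 20 as epidermal cells of the abdominal posterior compartment, while Fig. 6c names them enterocyte and stretch follicle cell. The enterocyte markers *nub*, *alphaTry*, *betaTry* and *Amy-p* were highest in cluster 12.

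The paper states that *ImpL2* expression in oenocytes increased during starvation. It cites Fig. 6e and Supplementary Fig. 12a, of which the latter compares day 2 with the fed condition. In the same direction, *ImpL2* rose at day 2 by 0.908 in the mean deposited value. At day 5 its difference from the fed condition was -0.580 (adjusted p = 0.0670, limma with Benjamini-Hochberg adjustment). In 18 alternatives at day 5 none put it past the threshold as higher, and 2 put it past as lower, leaving out fed replicate 2 and testing the genes at least as high as in the other clusters. The paper also states that *ImpL2* was mainly expressed in oenocytes. For this it also shows the pattern in the DRSC RNA-seq explorer and a fall of hemolymph ImpL2 protein on silencing *ImpL2* in oenocytes. The level in oenocytes was the highest of the 26 clusters, at 3.88 UMIs per 10000. Of all *ImpL2* UMIs, 18.4% were in oenocytes, against 22.2% in fat body, shares that also follow the number of nuclei (458 and 3013). The order of these shares depends on the condition. Oenocytes held 308 *ImpL2* UMIs against 481 in fat body in the fed condition, 487 against 433 at day 2 and 185 against 264 at day 5.

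Supplementary Fig. 13b shows *Thor* higher and *bmm* lower in oenocytes at both days. Its legend names a Wilcoxon test, while limma here takes the libraries as replicates. The directions here were the same for both genes at both days, so the difference lies in the threshold. At day 2 *Thor* rose by 0.301 (adjusted p = 0.203, limma), which is not past the threshold. It was past the threshold on mean log-normalized UMIs (adjusted p = 0.0180, limma) and under the rule of fold and unadjusted p, both set before the data were examined, and on summed UMIs in all 4 settings, which were chosen after seeing the values. Over its alternatives with an adjusted p, this p lay between 0.00882 and 0.598 (limma). *bmm* in oenocytes changed by -0.395 at day 2 (adjusted p = 0.102, limma) and by -0.401 at day 5 (adjusted p = 0.0670, limma), neither past the threshold. It was past it on mean log-normalized UMIs at day 2 (adjusted p = 0.0201, limma) and at day 5 (adjusted p = 0.0137, limma), under fold and unadjusted p at day 2, and on summed UMIs with fold and unadjusted p at day 2, the last of which was chosen after seeing the values. The adjusted p over the alternatives reached 0.389 at day 2 and 0.784 at day 5 (limma).

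The same figure shows *InR* lower in fat body at day 2. Its difference was -0.101 (adjusted p = 0.293, limma), and it was past the threshold on summed UMIs, with median-ratio factors and with the replicate block, 3 settings chosen after seeing the values (adjusted p between 0.000520 and 0.691 over all alternatives, limma).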

Other observations

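In this part, the tests of genes lower in many clusters were set before the result was seen and the tests of the fatty acid genes for free RNA and of UMIs per nucleus were chosen after it. Adjusted p-values are from limma with Benjamini-Hochberg adjustment.

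The fatty acid list was called higher in oenocytes at day 2 by camera with the preset correlation (p = 0.0189) but not under fry (0.101), with an estimated correlation (0.280) or with no filter (0.233). On summed UMIs, chosen after seeing the data, it was 0.00411. A Fisher exact test of the called genes, which leaves out direction and takes genes as independent, gave p = 4.33e-05. In the main test 8 of its 21 tested genes were lower than fed. Free RNA would come from clusters with a higher level, and the 6 genes of the list that rose past the threshold each had a higher level in oenocytes than in any of the other 25 clusters, which argues against it for these genes. *FASN1* and *ELOVL*, which fell, were higher in other clusters. If free RNA reaches all clusters alike, the lowest level in another of the 19 clusters bounds it, at 0.575 UMIs per 10000 for *FASN1* and 0.191 for *ELOVL*, while the smallest falls between libraries were 7.46 and 3.59, which argues against such free RNA for these genes too. A response to starvation stays open as a hypothesis.

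At day 2, 59 genes were past the threshold as lower in at least 10 of the 19 clusters tested, and 2 as higher. Of the 147 genes lower in oenocytes, 39 were among the 59. In the fed condition, 22 of the 59 genes had their highest level in an ovary cluster, 20 in cluster 12 and the rest in other clusters. Free RNA would leave their level far below that of the cluster with the highest level, and a change in each cell type would leave it alike. Over 845 pairs of gene and cluster, the median level was 16.5% of that in the highest of all 26 clusters. It was under 10% in 36.0% of the pairs and above 33.3% in 23.4%. By this test free RNA and a change in each cell type cannot be told apart, since the median lies between the limits set for either. If free RNA also brings a like number of UMIs to every nucleus, this number does not follow depth. Over the clusters other than the highest, the ratio of the 90th to the 10th percentile of UMIs per fed nucleus had a median of 1.93 over the 59 genes, while that of the UMIs of a nucleus was 4.93 over the 26 clusters. This is consistent with free RNA for the 49 genes with a ratio under 3. A change in each cell type besides it stays open. *CG3348*, with a ratio of 21.5, was highest in oenocytes. Over all 19 clusters there were 3689 lower and 2255 higher calls, and 18 clusters had more lower than higher calls.

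The number of genes past the threshold at day 2 was 1651 in fat body, 1082 in indirect flight muscle, 798 in cluster 12, 399 in trachea cells, 370 in muscle cluster 1, 313 in epithelial cells, 278 in follicle cell cluster 4 and 243 in oenocytes. These counts depend on the number of nuclei. With 20 nuclei drawn per library and cluster, 56 genes were past the threshold in oenocytes and 53 in fat body.

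Of the 243 genes past the threshold in oenocytes at day 2, 31 were past it in the opposite direction between day 2 and day 5 and no longer past it against the fed condition. In fat body 317 of 1651 were.

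In fat body, *Desat1* had 16.9 UMIs per 10000 in the fed condition, 25.4 at day 2 and 43.8 at day 5. Its mean deposited value differed from the fed condition by 0.139 at day 2 (adjusted p = 0.0823, limma), which was past the threshold in 8 of 18 alternatives, among them the replicate block (adjusted p = 0.0363, limma) and summed UMIs (log2 fold change 0.59, adjusted p = 1.78e-05, limma), and by 0.997 at day 5 (SE 0.0508, limma).

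Scrublet, run through scanpy on each library, marked 5.13% of the nuclei of fed replicate 1, none of the 10091 nuclei of fed replicate 2, 2.62% and 2.63% of the day 2 libraries and 0.0530% and 0.0498% of the day 5 libraries.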
